# Identification and characterization of microRNA in the lung tissue of pigs with different susceptibilities to PCV2 infection

**DOI:** 10.1186/s13567-018-0512-3

**Published:** 2018-02-15

**Authors:** Ping Zhang, Liyuan Wang, Yanping Li, Ping Jiang, Yanchao Wang, Pengfei Wang, Li Kang, Yuding Wang, Yi Sun, Yunliang Jiang

## Abstract

Porcine circovirus type 2 (PCV2) is the primary cause of post-weaning multisystemic wasting syndrome (PMWS) and other PCV-associated diseases. According to our previous RNA-sequencing analysis, the differences in the susceptibility to PCV2 infection depended on the genetic differences between the Laiwu (LW) and Yorkshire × Landrace crossbred (YL) pigs, but the cellular microRNA (miRNA) that are differentially expressed between the LW and YL pigs before and after PCV2 infection remain to be determined. In this study, high-throughput sequencing was performed to determine the abundance and differential expression of miRNA in lung tissues from PCV2-infected and PCV2-uninfected LW and YL pigs. In total, 295 known and 95 novel miRNA were identified, and 23 known and 25 novel miRNA were significantly differentially expressed in the PCV2-infected vs. PCV2-uninfected LW pigs and/or the PCV2-infected vs. PCV2-uninfected YL pigs. The expression levels of *ssc*-*miR*-*122*, *ssc*-*miR*-*192*, *ssc*-*miR*-*451*, *ssc*-*miR*-*486*, and *ssc*-*miR*-*504* were confirmed by quantitative real-time PCR (qRT-PCR). Analysis of the potential targets of the four up-regulated miRNA (i.e., *ssc*-*miR*-*122*, *ssc*-*miR*-*192*, *ssc*-*miR*-*451* and *ssc*-*miR*-*486*) identified pathways and genes that may be important for disease resistance. Among the up-regulated miRNA, *ssc*-*miR*-*122* can repress the protein expression and viral DNA replication of PCV2 and down-regulate the expression of the *nuclear factor of activated T*-*cells 5* (*NFAT5*) and *aminopeptidase puromycin sensitive* (*NPEPPS*) by binding to their 3′ untranslated region (3′UTR) in PK15 cells. Therefore, *ssc*-*miR*-*122* may indirectly suppress PCV2 infection by targeting genes related to the host immune system, such as *NFAT5* and *NPEPPS*.

**Electronic supplementary material:**

The online version of this article (10.1186/s13567-018-0512-3) contains supplementary material, which is available to authorized users.

## Introduction

Porcine circovirus (PCV) was first considered a contaminant in a porcine kidney cell line in 1974 and was described in greater detail in 1982. In the late 1990s, PCV2 was found to be associated with post-weaning multisystemic wasting syndrome (PMWS), which is currently considered one of the most important swine diseases worldwide [1]. PCV2 belongs to the *Circoviridae* family, which is characterized by a genome consisting of single-strand circular DNA with 1768-9 nucleotides (nt) [2, 3]. PCV2-affected pigs show wasting and progressive weight loss, enlarged lymph nodes, and respiratory distress, jaundice, and occasional diarrhea [4]. Morbidity in PCV2-affected farms is commonly 4–30% (occasionally as high as 50–60%), and mortality ranges from 4 to 20% [5]. Because of the increased mortality rates and the impact on weight gain, PCV2 has had a serious economic impact on the swine production industry [6]. The replication patterns of PCV2 in pulmonary alveolar macrophages are different among macrophages derived from different conventional crossbred pigs [7].

MicroRNA (miRNA) are ~21–23 nt small RNA (sRNA) molecules that regulate gene expression at the post-transcriptional level [8]. Currently, miRNA have been estimated to constitute 1–5% of animal genes and collectively regulate up to 30% of genes; therefore, miRNA are among the most abundant regulators [9]. No miRNA encoded by PCV2 genomic DNA were detected in tonsil and mediastinal lymph node tissues from PCV2-infected pigs [10]. In PK15 cells expressing PCV2 ORF1, ORF2 and ORF3, 51, 74 and 32 miRNA were identified, respectively, differing in abundance from those in the controls [11]. In PCV2-infected Landrace × Yorkshire pigs, *miR*-*126*-*3p*, *126*-*5p*, *129a*, *let*-*7d*-*3p* and *let*-*7b*-*3p* were up-regulated, while *miR*-*193a*-*5p*, *574*-*5p* and *34a* were down-regulated in the mediastinal lymph node [12]. These differentially expressed miRNA are mainly involved in the regulation of the immune system and cell proliferation. Although certain PCV2 infection-associated miRNA have been identified, pig-breed-specific miRNA that are differentially expressed and likely account for the resistance to PCV2 infection have not been characterized.

The Laiwu (LW) pig is a Chinese indigenous pig breed from Shandong Province that is well-known for its extremely high intramuscular fat content of > 10%. The LW pig also exhibits a higher resistance to certain infectious diseases, including PCV2. In our previous study, PCV2-infected Yorkshire × Landrace (YL) pigs exhibited serious clinical features that are typical of PCV2 disease, particularly severe lesions in the lungs, such as congestion, bleeding, interstitial pneumonia and lymphocyte infiltration, while the PCV2-infected LW pigs showed only a few clinical symptoms; at 35 days post-infection (dpi), the PCV2 DNA copy in the YL pigs was significantly higher than that in the LW pigs [13]. In this study, using Illumina/Solexa high-throughput sequencing, we identified the differentially expressed miRNA in the lung tissues between LW and YL pigs prior to and post PCV2 infection and further characterized the role of *miR*-*122* in conferring higher resistance to PCV2 infection.

## Materials and methods

### Sample collection

Fifteen purebred LW and 15 YL weaned pigs that were validated to be free of PCV2, porcine circovirus type 1 (PCV1), porcine reproductive and respiratory syndrome virus (PRRSV) and porcine parvovirus (PPV) were raised under identical conditions on the same farm. All pigs were randomly divided into the following four groups: PCV2-infected LW pigs (LW-i, *n* = 10), PCV2-uninfected LW pigs (LW-u, *n* = 5), PCV2-infected YL pigs (YL-i, *n* = 10) and PCV2-uninfected YL pigs (YL-u, *n* = 5). The procedures used for the pig management and PCV2 inoculation have been previously described [13, 14]. Briefly, the PCV2 strain (named PCV2-SD) used in this experiment was isolated from suspected PMWS pigs in the Shandong province. The virus genome of PCV2-SD is 1767 bp in size and phylogenetic analysis based on both the whole genome and ORF2 sequences indicate that the genotype of PCV2-SD is PCV2b. Each pig from LW-i and YL-i groups was intramuscularly injected with 3 mL PCV2-SD solution with 10^3.8^TCID_50_ (50% tissue culture infective dose)/mL. The pigs from LW-u and YL-u groups were treated similarly with an identical volume of phosphate buffered saline (PBS). During the experimental period, clinical signs were monitored daily and the copy number of PCV2 DNA in serum was detected by quantitative real-time PCR (qRT-PCR) at 0, 4, 7, 10, 14, 21, 28 and 35 dpi. From 7 dpi, PCV2 virus could be detected from the serums of PCV2-infected pigs, indicating that the intramuscular injection was successful. The mean copy number of PCV2 DNA in serum significantly increased in both PCV2-infected LW and YL pigs at 14 dpi. PCV2-infected YL pigs exhibited serious clinical signs typifying PMWS, while the PCV2-infected LW pigs showed slightly clinical symptoms. The lung tissue of PCV2-infected YL pigs showed serious lesions, while they were not observed in PCV2-infected LW pigs [13]. All pigs were sacrificed at 35 dpi and tissue samples were frozen in liquid nitrogen or preserved by immersion in 10% neutral-buffered formalin.

### sRNA library preparation and deep-sequencing

Four sRNA libraries of LW-u, LW-i, YL-u and YL-i were constructed using the homogenized and pooled total RNA from four individuals selected from each group as previously described [15–17]. The construction of pooled small RNA libraries is certainly better than pooled total RNA before Illumina sequencing. To minimize deviation of this procedure compared with the results coming from each individual per group, more miRNA were validated by qRT-PCR in this study. Total RNA was extracted from the lung tissues of PCV2-infected and uninfected pigs of each breed with TRIzol^®^ Reagent (Invitrogen Life Technologies, Carlsbad, CA, USA). Briefly, for each sample, 20 μg of total RNA and a Small RNA Sample Prep Kit (Illumina, San Diego, CA, USA) were used for library construction according to the manufacturer’s instructions. Then, fractions between 18 and 30 nt were removed and purified using 15% Tris–borate-EDTA denaturing polyacrylamide gel electrophoresis (PAGE). Subsequently, the 3′ and 5′ RNA adaptors were ligated to the purified fragments with T4 RNA ligase in proper order. The cDNA from the adaptor-ligated sRNA were then amplified by RT-PCR with 15 cycles. The products (90-bp sRNA + adaptors) after purification on 4% agarose gels were used for sequencing on an Illumina 1G Genome Analyzer at Beijing Genomics Institute (BGI, Shenzhen, China). After masking and removing the redundant reads, the clean reads were processed for further analysis.

### Alignment, annotation, and clustering of reads

The initial output was converted into raw sequence data in a base-calling step. The reads were sorted according to the barcode index, and the adapter sequences were trimmed. The remaining 18–30 nt identical high-quality sequences were counted, and the unique sequences and their associated read counts were mapped to the *Sus scrofa* genome assembly with no mismatches using SOAP v.1.11 (short oligonucleotide alignment program) [18] to analyze their expression and distribution. The sequences that perfectly matched the reference genome sequence were retained for further analysis. The sequences were aligned against both known miRNA precursors and mature miRNA deposited in miRBase [19] (Release 21) to identify the conserved miRNA. The clean reads were compared with the sRNA deposited in the GenBank and Rfam [20] databases. The sRNA sequences were annotated using the tag2 annotation software developed by BGI. Because some sRNA tags may be mapped to more than one sRNA category, the following priority rule was used to ensure uniqueness: sRNA (GenBank > Rfam) > known miRNA > repeat > exon > intron [21]. The characteristic hairpin structures of the miRNA precursor sequences were used to predict the novel miRNA.

### Differential expression analysis and hierarchical clustering of miRNA

To compare the miRNA expression levels between any two samples, the expression of the miRNA in the two series (LW-i vs. LW-u and YL-i vs. YL-u) were normalized to obtain the expression of transcripts per million reads. If the normalized expression of a given miRNA was zero, its expression value was set to 0.01. If the normalized expression of a given miRNA was less than 1 in both samples of a sample pair, the miRNA was removed from the differential expression analysis. The fold-change and *P* value of each miRNA in each sample pair were calculated using previously published criteria [15–17]. A hierarchical clustering analysis of the miRNA expression levels was performed using PermutMatrix software. The relative expression level of each miRNA was calculated as the total number of reads in the four libraries.

### qRT-PCR

Differentially expressed miRNA and target mRNA were validated using qRT-PCR according to the manufacturer’s protocol. Lung tissues from 16 pigs (four groups with *n* = 4 per group) sequenced by BGI were used as substrates for the qRT-PCR, which was performed using an Mx3000p^TM^ SYBR Green qRT-PCR Analyzer (Stratagene, CA, USA).

For the miRNA detection, the SYBR^®^PrimeScript™ miRNA RT-PCR Kit (TaKaRa Biotechnology Co., Ltd., Japan) was used. The reverse transcription system included 10 μL of 2 × miRNA reaction buffer, 2 μL of 0.1% BSA, 2 μL of miRNA PrimeScript^TM^ RT Enzyme Mix, 2 μL of total RNA (1 mg/mL), and up to 20 μL RNase-free H_2_O. The reverse transcription program was as follows: 37 °C for 60 min, followed by 85 °C for 5 s. The cDNA was then used for the real-time PCR quantification of the miRNA using a miRNA-specific primer and the Uni-miR qPCR primer developed by TaKaRa. 5S rRNA was used as an endogenous control as listed in Table 1. The real-time PCR reaction mixture was prepared on ice and comprised 10 μL of 2 × SYBR^®^ Premix Ex Taq™ II, 0.8 μL of PCR forward primer (10 μM), 0.8 μL of Uni-miR qPCR primer (10 μM), 0.4 μL of 50 × ROX reference dye II, 2 μL of cDNA, and up to 20 μL of H_2_O. Standard curves with threefold dilutions (from a pool consisting of 16 cDNA samples) were generated for each assay, and the amplification efficiency was calculated based on the slopes of the standard curves. The reaction mixtures were incubated in a 96-well plate at 95 °C for 2 min, followed by 45 cycles of 95 °C for 20 s, 60 °C for 35 s and 72 °C for 15 s. The Mx3000/Mx Pro software (Stratagene) was used to construct the melting curve. All reactions were performed in triplicate.

**Table 1:** **Primers used for the qRT-PCR validation of selected miRNA and their target mRNA**

miRNA/mRNA	Primers
ssc-mir-122	GTGGAGTGTGACAATGGTGTTTGA
ssc-mir-451	CGAGGAAACCGTTACCATTACTGAGTT
ssc-mir-504	GGAGACCCTGGTCTGCACTCTATCT
ssc-mir-486	CCTGTACTGAGCTGCCCCGA
ssc-mir-192	CCTGACCTATGAATGACAGCCAAA
5SRNA	GGTTAGTACTTGGATGGGAGACTGCCT
GAPDH-F	TCTTCTGGGTGGCAGTGAT
GAPDH-R	GTTTGTGATGGGCGTGAA
NFAT5-F	AGGGTAGTCGTGGCTCAGTA
NFAT5-R	CAGGGAGTTGTATTTCGCC
NPEPPS-F	AGATGGTGTGTGTGTCCGT
NPEPPS-R	CGTGATGAAGAACAGGAGTT

For the mRNA, the qRT-PCR was performed using the TaKaRa PrimeScript™ RT Reagent Kit and gDNA Eraser (TaKaRa), which comprised a genomic DNA elimination reaction, reverse-transcription reaction and RT-PCR. The PCR primers targeted the exon/exon junctions using DNAMAN 6.2 to avoid possible amplification of any residual genomic DNA, and the specificity was determined using BLASTN. The *GAPDH* gene was used as the internal control, and all primer sequences are shown in Table 1. A melting curve confirmed the specificity of each product, and PCR analyses were performed in triplicate in 20 μL amplification reactions containing 10 μL of 2 × SYBR^®^ Premix Ex Taq™ II, 0.4 μL of ROX II, 2 μL of RT reaction solution (cDNA solution), 6 μL of H_2_O and 0.8 μL (10 mM) of each primer using the following conditions according to the manufacturer’s instructions: 1 cycle of 95 °C for 3 min, 40 cycles of 95 °C for 20 s, 58–61 °C for 20 s and then 72 °C for 15 s. A melting curve analysis (60–95 °C) was performed to assess the amplification specificity.

The relative expression levels of each mRNA and miRNA were calculated using the 2^−ΔΔCT^ method according to the standard curve [22]. Each sample was replicated three times. The levels are expressed as the 2^−ΔΔCT^ means ± standard errors (SEs).

### miRNA target prediction and bioinformatic analysis

The bioinformatic prediction of the miRNA targets was performed using TargetScan Release 6.2 [23]. Due to no database for porcine miRNA in the TargetScan Release 6.2, so the prediction was done using human orthologs of porcine miRNA, assuming that humans and pigs have conserved miRNA-targeting sites at the 3′ UTRs of orthologous mRNA. A functional clustering analysis of the identified miRNA was performed using the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways database and DIANA-miRPath [24]. Four of the validated up-regulated miRNA (i.e., *ssc*-*miR*-*122*, *ssc*-*miR*-*192*, *ssc*-*miR*-*451* and *ssc*-*miR*-*486*) were selected as the input miRNA for the target gene prediction.

### Cell culture and transfection

PK15 cells were maintained in DMEM (Gibco, USA) supplemented with 10% FBS (Gibco) in a humidified atmosphere of 5% CO2 at 37 °C. The PK15 cells were transfected with the *ssc*-*miR*-*122* mimic and a negative control mimic using lipofectamine 2000 (Invitrogen) according to the manufacturer’s protocol. Transfection complexes were added to the medium at a final oligonucleotide concentration of 30 nM. Similarly, the PK15 cells were transfected with the *ssc*-*miR*-*122* inhibitor or inhibitor negative control at a final oligonucleotide concentration of 100 nM to knockdown *ssc*-*miR*-*122*. The culture medium was replaced 6 h post-transfection with the regular culture medium for 24 h. The miRNA transfection efficiency was verified by qRT-PCR.

### Luciferase reporter assay

To evaluate the interaction between miR-122 and the target genes *nuclear factor of activated T*-*cells 5* (*NFAT5*) and *aminopeptidase puromycin sensitive* (*NPEPPS*), the 3′-untranslated region (3′UTR) sequence of *NFAT5* and *NPEPPS* was constructed into the pGL3-promoter vector (Promega, WI, USA) using the *Xba*I restriction sites. The recombinant plasmids were named NFAT5 3′UTR WT and NPEPPS 3′UTR WT (Figure 5D). The *NFAT5* and *NPEPPS* 3′UTR sequence complementary to the *ssc*-*miR*-*122* seed sequence (GUGA) was then mutated to TGAG and TGAC, and the mutated plasmids were named NFAT5 3′UTR MT and NPEPPS 3′UTR MT (Figure 5D). All above plasmids were confirmed by sequencing. The cells were co-transfected with the reporter construct, an internal control vector (pGL4.74), and a synthetic *ssc*-*miR*-*122* or negative control mimic. Forty-eight hours after the transfection, the luciferase activity was determined using the Dual-Luciferase Reporter Assay System (Promega) according to the manufacturer’s protocol. The relative luciferase expression values were analyzed using a Modulus single-tube multimode reader (Turner BioSystems, CA, USA).

### Western blotting

The total protein was extracted from the PK15 cells using cell lysis buffer for Western blotting (Beyotime, China) with PMSF (Beyotime). The protein concentration of the cell lysate was quantified using a BCA kit (Beyotime), and 40 µg of each protein sample were separated on SDS-PAGE 8% gels and blotted onto a polyvinylidene fluoride (PVFD) membrane (Millipore, USA).The membranes were blocked for 2 h at room temperature in Western Blocking Buffer (Beyotime) and then incubated overnight at 4 °C with rabbit polyclonal antibodies against NFAT5 and NPEPPS (Abcam, USA) at a dilution of 1:1000. To normalize the protein loading, the PVDF membranes were simultaneously incubated with the mouse anti-GAPDH (Beyotime) monoclonal antibody at a dilution of 1:1000. The membranes were washed three times with TBST buffer and then incubated with HRP-conjugated secondary antibodies that were diluted 1000 times at room temperature for 1 h. Finally, the immunoreactive bands were visualized using a DAB Horseradish Peroxidase Color Development Kit (Beyotime).

### Quantification of viral DNA

To determine the effect of *ssc*-*miR*-*122 *on viral protein expression and viral replication, PK15 cells were pretransfected with either *ssc*-*miR*-*122* mimic (30 nM) or mimic control and then infected with PCV2-SD at a multiplicity of infection (MOI) of 0.1 TCID_50_. At 36 h post-infection, the expression levels of the PCV2 Cap protein were analyzed by Western blotting using mouse anti-Cap monoclonal IgG, and the numbers of PCV2 DNA copies were quantified by absolute qRT-PCR, as described below. The viral DNA was extracted from the PK15 cells using a Viral DNA Kit (OMEGA, China) and used for quantifying the copy number of PCV2 genomic DNA by qRT-PCR. The primers (PCV2-RT-F: 5′-CCAGGAGGGCGTTCTGACT-3′ and PCV2-RT-R: 5′-CGTTACCGCTGGAGAAGGAA-3′) were designed according to PCV2-SD sequence. A 99 bp conserved region of the ORF2 gene of PCV2 was amplified by PCR and cloned into a pMD-18T vector (TaKaRa). The resultant plasmid was used as a standard DNA template to optimize the assay conditions. The PCV2 genomic DNA copy number was analyzed by qRT-PCR using the following conditions: 95 °C for 10 s, 95 °C for 5 s, 55 °C for 30 s, 95 °C for 15 s, 60 °C for 30 s and 95 °C for 15 s for 40 cycles. The baseline adjustment method in the MX3000p software (Stratagene) was used to determine the Ct value of each reaction. The copy number in the sample was measured using a linear formula that was established according to the standard curve using the tenfold serial dilution of the standard plasmid. All samples were amplified in triplicate.

### Statistical analysis

The results shown in the figures represent at least three independent trials and are presented as the averages ± SE as indicated. One-way ANOVA and Duncan’s Multiple Range test (SAS version 8.02, 2001) were performed to examine the significance of the differential expression levels among the groups, and the differences among the groups were considered statistically significant at *P* value < 0.05.

## Results

### Sequence analysis of sRNA in porcine lung tissues

The four sRNA libraries of LW-u, LW-i, YL-u and YL-i (each from the pooled lung tissues of four individuals) were constructed and sequenced using an Illumina/Solexa 1G high-throughput sequencer. 

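Lung tissue was taken at 35 dpi from PCV2-infected and uninfected pigs of both breeds, the Laiwu (LW) pig, which is indigenous to Shandong Province, and the Yorkshire × Landrace (YL) crossbred pig. Each group gave 1 library made from the pooled RNA of 4 pigs, so there was no replicate of any group, and every test on the reads of 2 libraries compares those libraries and not the conditions. The dose given in the paper is 3 mL of virus at a log10 titre of 3.8 TCID50 per mL, whereas the sample records give a multiplicity of infection of 1. For each library the authors deposited the number of reads at each insert length, as counts without normalization. These tables held 9461170 reads in LW-u, 9494091 in LW-i, 9533368 in YL-u and 9544404 in YL-i, with lengths from 3 nt to 42 nt in LW-u and to 44 nt in the other libraries. The share of a library at a given length was computed over all lengths in its table, with a 95% Wilson interval. At these depths the smallest share that 3 reads can show was between 3.14e-05% and 3.17e-05%. The intervals cover counting error only, because PCR reads without molecular identifiers are not independent molecules and because variation between pigs was not measured. The deposited tables do not list miRNA. Reads of single miRNA were therefore recovered from the paper's normalized expression values (Tables 3 and 4, Additional file 4), multiplied by the clean reads of Table 2, since the length tables do not hold the clean total exactly. Of the 130 products for known miRNA 125 were within 0.1 of a whole number, as were the 94 products above 0 for candidate miRNA.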

In total, 9 573 498 (LW-u), 9 570 066 (LW-i), 9 571 684 (YL-u), and 9 573 660 (YL-i) high-quality reads were obtained. After removing adaptors and insufficient tags, 9 440 912 (LW-u), 9 455 761 (LW-i), 9 511 998 (YL-u), and 9 533 777 (YL-i) clean reads of 18-30 nt were ultimately retained (Table 2). 

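In the deposited length tables, the reads of 18 nt and longer numbered 9440964 in LW-u, 9455828 in LW-i, 9512050 in YL-u and 9533859 in YL-i. They exceeded the clean reads of Table 2 by 52, 67, 52 and 82 reads, which equal the polyA reads of Table 2 in each library. The reads shorter than 18 nt numbered 20206 in LW-u, 38263 in LW-i, 21318 in YL-u and 10545 in YL-i, the same numbers as in Table 2. The tables therefore precede the removal of short and polyA reads. The share of reads shorter than 18 nt was 0.214% in LW-u (95% Wilson interval 0.211% to 0.217%), 0.403% in LW-i (0.399% to 0.407%), 0.224% in YL-u (0.221% to 0.227%) and 0.110% in YL-i (0.108% to 0.113%). Reads longer than 30 nt were also counted, 676 in LW-u, 499 in LW-i, 8112 in YL-u and 4292 in YL-i.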

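The mapped reads of Additional file 1, set against the reads of 18 nt and longer in the deposited tables, gave 61.0% in LW-u, 65.2% in LW-i, 64.4% in YL-u and 63.4% in YL-i. The 95% Wilson interval of LW-i was 65.2% to 65.3%, and that of LW-u 61.0% to 61.1%. Between the infected and uninfected libraries the share rose by 4.18 percentage points in LW and fell by 1.02 percentage points in YL. Both changes exceeded counting error, with 95% intervals of 4.14 to 4.22 percentage points in LW and -1.06 to -0.974 percentage points in YL, but without replicates they cannot be set against the variation between pigs.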

Amongst these reads, 61.04% (LW-u), 65.22% (LW-i), 64.41% (YL-u), and 63.39% (YL-i) of the total reads were perfectly mapped to the *Sus scrofa* genome (Additional file 1). Most sRNA were 19–24 nt in length. 

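The sRNA of 19 to 24 nt made up 96.6% of the reads in LW-u (9135605 reads), 95.1% in LW-i (9027628 reads), 92.9% in YL-u (8853963 reads) and 92.7% in YL-i (8845940 reads). Counting error was small at this depth: the 95% Wilson interval in LW-i ran from 95.07% to 95.10%. Counting from 20 nt instead of 19 nt moved the share most in LW-i, to 93.2%. Outside this range, sRNA of 26 to 30 nt accounted for 1.81% of the reads in LW-u and 2.41% in LW-i, against 4.71% in YL-u and 4.92% in YL-i.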

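The share of 22-nt sRNA was 57.0% in LW-u (5390079 reads), 54.1% in LW-i (5134233 reads), 54.6% in YL-u (5206263 reads) and 52.3% in YL-i (4993810 reads). With only 18 to 25 nt in the denominator, the shares were between 55.1% in YL-i and 58.2% in LW-u. In every library the 22-nt reads were followed by the 23-nt and then the 21-nt reads. The 22-nt reads outnumbered the 23-nt reads by a factor of 2.47 in YL-i to 2.79 in LW-i, and the 23-nt reads outnumbered the 21-nt reads by a factor of 1.63 in LW-i to 2.10 in YL-u. The sRNA of 18 to 25 nt made up 98.0% of the reads in LW-u, 97.2% in LW-i, 95.0% in YL-u and 94.9% in YL-i. From LW-u to LW-i the 22-nt share fell by 2.89 percentage points (95% interval -2.94 to -2.85), and from YL-u to YL-i it fell by 2.29 percentage points (-2.33 to -2.24). The uninfected libraries of the breeds differed by 2.36 percentage points in this share, which is of the same size as the changes with infection. A chi-square test of reads by length gave a Cramér's V of 0.0691 between the LW libraries, 0.0334 between the YL libraries and 0.0939 between the uninfected libraries of the breeds. From the ranking of the lengths, the paper reasons that the sRNA have the lengths of Dicer products and fall within the range known for miRNA.

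**Figure D1:**
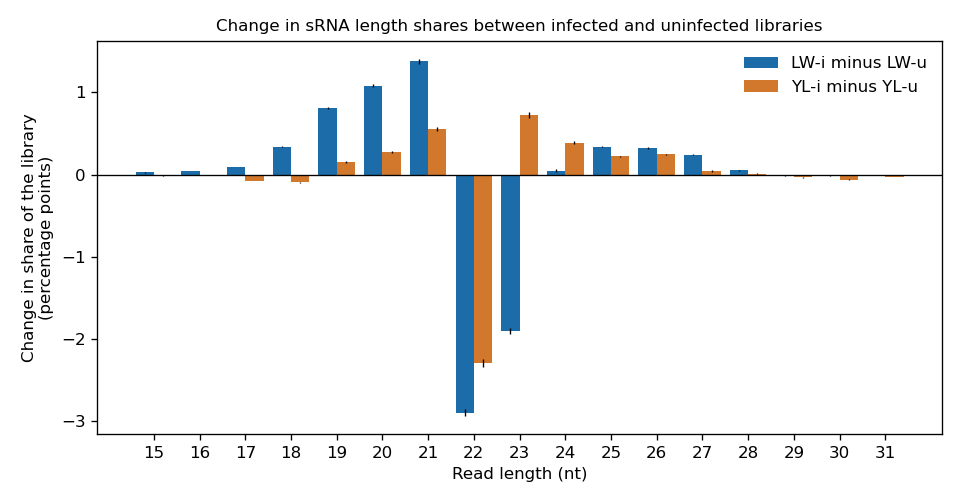
Change in the share of the library (percentage points, vertical axis) at each read length (nt, horizontal axis) from the uninfected to the infected library, in LW (blue bars) and YL (orange bars), with 95% intervals from read counts as error bars. The 22-nt share fell by 2.89 percentage points in LW and fell by 2.29 percentage points in YL, while the 23-nt share fell by 1.90 percentage points in LW and rose by 0.723 percentage points in YL.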

The 22-nt long sRNA sequences were the most abundant and accounted for more than 50% of the sRNA, followed by the 23-nt and 21-nt long sRNA, which is typical of sRNA Dicer-processed products and is consistent with the known 18–25 nt range of miRNA (Additional file 2). To assess the sRNA detection efficiency of the high-throughput sequencing, all sequence reads were annotated and classified by aligning the sequence reads to sequences in the GenBank and Rfam databases. Consequently, 35 332 (LW-u), 45 265 (LW-i), 48 905 (YL-u), and 53 405 (YL-i) (15.72, 15.95, 16.52, and 16.84%, respectively) unique sRNA were annotated in the four libraries.

**Table 2:** **Summary of clean reads produced by the sRNA sequencing after filtering the contaminated reads**

Type	LW-u		LW-i		YL-u		YL-i	
	Amount	Percent (%)	Amount	Percent (%)	Amount	Percent (%)	Amount	Percent (%)
Total_reads^a^	9 600 000		9 597 432		9 600 000		9 600 000	
High_quality^b^	9 573 498	100	9 570 066	100	9 571 684	100	9 573 660	100
3′adapter_null^c^	1308	0.01	1405	0.01	1626	0.02	1307	0.01
Insert_null^d^	2740	0.03	2833	0.03	1254	0.01	1075	0.01
5′adapter_contaminants^e^	108 280	1.13	71 737	0.75	35 436	0.37	26 874	0.28
Smaller_than_18nt^f^	20 206	0.21	38 263	0.40	21 318	0.22	10 545	0.11
PolyA^g^	52	0.00	67	0.00	52	0.00	82	0.00
Clean_reads^h^	9 440 912	98.62	9 455 761	98.81	9 511 998	99.38	9 533 777	99.58

^a^Total reads: total sequenced reads, which are generally required to be > 5 million.

^b^High_quality: number of high-quality reads.

^c^3′adapter_null: number of reads with no 3′ adaptor.

^d^Insert_null: number of reads with no insertion.

^e^5′adapter_contaminants: number of 5′ contaminants.

^f^Smaller_than_18 nt: number of reads less than 18 nt.

^g^PolyA: number of reads with polyA.

^h^Clean_reads: number of clean reads after removing the adaptors and contaminants. Clean reads were used in all analyses in this study.

### Known conserved and differentially expressed miRNA in porcine lung tissues

The BLASTN searches (number of mismatches ≤ 3) and further sequence analyses showed that 5 404 421 (LW-u), 5 484 886 (LW-i), 5 358 244 (YL-u), and 5 279 602 (YL-i) sRNA sequences perfectly matched known pig, human and mouse miRNAome sequences, corresponding to 295 unique known miRNA across the four libraries. 

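Set against the reads of 18 nt and longer in the deposited tables, the paper's reads matched to known miRNA made up 57.2% in LW-u, 58.0% in LW-i, 56.3% in YL-u and 55.4% in YL-i. From LW-u to LW-i this share rose by 0.761 percentage points (95% interval 0.716 to 0.806), and from YL-u to YL-i it fell by 0.954 percentage points (-0.998 to -0.909). These intervals come from read counts and do not include the variation between pigs.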

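Reads recovered from Table 3 exceeded 100000 for 8 miRNA in LW-u, YL-u and YL-i and for 9 in LW-i, where ssc-let-7g had 101270 reads. The most abundant was ssc-let-7a, with 2111052 reads in LW-u, 1892258 in LW-i, 1950433 in YL-u and 1815536 in YL-i, or between 19.0% and 22.4% of the deposited reads of 18 nt and longer. It was followed by ssc-let-7f, with 14.8% of these reads in LW-u, 15.3% in LW-i, 16.3% in YL-u and 15.4% in YL-i. The lowest value among the 8 miRNA was 103415 reads, for ssc-miR-199a-3p and ssc-miR-199b-3p in LW-u. These 2 miRNA had the same number of reads in LW-u and differed by at most 2 reads in the other libraries, so their values are not independent.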

Among the conserved miRNA, *ssc*-*let*-*7a*, *ssc*-*let*-*7f*, *ssc*-*let*-*7c*, *ssc*-*let*-*7e*, *ssc*-*miR*-*103*, *ssc*-*miR*-*140*-*3p*, *ssc*-*miR*-*199a*-*3p* and *ssc*-*miR*-*199b*-*3p* had more than 100 000 reads. The 10 most abundantly co-expressed miRNA in the LW and YL groups are listed in Table 3. 

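Together the 10 miRNA of Table 3 had 48.5% of the deposited reads of 18 nt and longer in LW-u, 47.2% in LW-i, 47.7% in YL-u and 46.1% in YL-i. With ssc-miR-199b-3p left out, whose reads almost equal those of ssc-miR-199a-3p, the shares were 47.4%, 46.0%, 46.4% and 45.0%. The largest change with infection among them was that of ssc-miR-140-3p in YL, from 130446 to 259641 reads, a log2 fold change of 0.99 (95% exact interval 0.98 to 1.00). In LW its log2 fold change was 0.38 (0.37 to 0.39).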

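The reads recovered for the miRNA of Table 4 were compared between LW-i and LW-u with a two-sided Fisher's exact test on the clean reads, with the paper's thresholds of 0.05 for the P value and 1 for the log2 fold change. Only the 23 miRNA of this table were tested, so a miRNA outside it cannot enter the counts. Past both thresholds were 18 miRNA with more and 3 with fewer reads in LW-i. After Bonferroni adjustment for the 295 known miRNA, 11 with more and 1 with fewer reads remained, and 9 and 1 had a 95% interval wholly beyond the threshold of 1. The reads of ssc-miR-192 rose from 866 to 8619, a log2 fold change of 3.31 (95% exact interval 3.21 to 3.42). Those of ssc-miR-486 rose from 259 to 877 (1.76, interval 1.56 to 1.96), those of ssc-miR-451 from 6582 to 16134 (1.29, interval 1.25 to 1.33) and those of ssc-miR-132 from 190 to 476 (1.32, interval 1.08 to 1.57). Those of ssc-miR-187 fell from 26 to 9 (-1.53, interval -2.81 to -0.39). The smallest numbers of reads behind a call were those of ssc-miR-450c-3p, with 13 reads in LW-i and 2 in LW-u (exact Fisher p = 0.00739), and of ssc-miR-2366, with 3 reads in LW-i and 13 in LW-u (exact Fisher p = 0.0127).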

In LW pigs, 18 miRNA were significantly up-regulated (*P* < 0.05; fold-change of < −1 or > 1) after PCV2 infection, and three miRNA were significantly down-regulated. In YL pigs, five miRNA were significantly up-regulated, and two miRNA were significantly down-regulated (Figure 1 and Table 4). 

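With the same test, 4 miRNA had more and 2 had fewer reads in YL-i than in YL-u past both thresholds. More reads were recovered for ssc-miR-145-5p (10488 in YL-u and 33001 in YL-i, log2 fold change 1.65, 95% exact interval 1.62 to 1.68), ssc-miR-122, ssc-miR-140-5p and ssc-miR-532-5p. Fewer were recovered for ssc-miR-504 (67 and 32 reads, log2 fold change -1.07, interval -1.72 to -0.44) and ssc-miR-4334-3p. For ssc-miR-2366, with 5 reads in YL-u and 14 in YL-i, the log2 fold change was 1.48 (interval -0.07 to 3.31, exact Fisher p = 0.0636). The alternative that moved the number with more reads most was the denominator: with mapped reads, or with reads matched to known miRNA, 6 miRNA passed, adding ssc-miR-2366 and ssc-miR-451. After Bonferroni adjustment 4 miRNA with more reads and 0 with fewer remained.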

The relative abundances of the miRNA in the uninfected and infected pairs showed that the majority of the differentially expressed miRNA had fold changes ranging from −2 to 5. 

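The log2 fold changes of the 27 calls, 21 in LW and 6 in YL, ranged from -2.20 to 4.95, and 25 of them lay between -2 and 5. In YL they ranged from -1.40 to 1.86. The smallest rise among the calls was 1.04, for ssc-miR-361-3p in LW with 19 and 39 reads (95% exact interval 0.21 to 1.91), and the smallest fall was -1.07, for ssc-miR-504 in YL.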

Of the up-regulated miRNA, *ssc*-*miR*-*122* had the highest fold change (4.95), while of the down-regulated miRNA, *ssc*-*miR*-*532*-*5p* had the highest fold-change (−2.2) (Table 4). 

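The reads of ssc-miR-122 numbered 2874 in LW-u and 89208 in LW-i, or 304 and 9434 in the paper's normalized units, a log2 fold change of 4.95 (95% exact interval 4.90 to 5.01). With mapped reads as the denominator it was 4.86. In YL the reads numbered 5267 in YL-u and 11789 in YL-i, a log2 fold change of 1.16 (interval 1.11 to 1.21). In the RefSeq annotation of Sscrofa11.1 the gene of this miRNA, MIR122, lies on chromosome 1 from 162329776 to 162329860. The reads of ssc-miR-532-5p numbered 687 in LW-u and 150 in LW-i, a log2 fold change of -2.20 (interval -2.46 to -1.94). Its gene, MIR532, lies on chromosome X from 43705258 to 43705337. The log2 fold change of ssc-miR-2366 in LW was -2.12 (interval -4.57 to -0.25), so at its depth of 3 and 13 reads it cannot be ranked against ssc-miR-532-5p.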

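Of the known miRNA listed in Tables 3 and 4, 32 had values in all 4 libraries. For 22 of them the 95% exact interval of the log2 fold change, which covers counting error only, excluded 0 in both breeds. Among these 22, the change had the same direction in both breeds for 14 miRNA and opposite directions for 8. The 8 count both ssc-miR-199a-3p and ssc-miR-199b-3p, whose values are not independent. They also include small changes, such as that of ssc-let-7f with 0.055 in LW and -0.079 in YL. Whether the directions of such small changes hold with another denominator was not tested.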

Hierarchical clustering analysis based on the relative expression frequencies of the miRNA in the LW and YL groups suggests that the miRNA expression levels were different between LW-u and LW-i and between YL-u and YL-i (Additional file 3).

**Table 3:** **Ten most abundantly co-expressed miRNA in porcine lung tissues**

Mir-name^a^	LW-i-std^b^	LW-u-std	Fold-change^c^	*P* value^d^	Sig-label^e^	YL-i-std	YL-u-std	Fold-change	*P* value	Sig-label
ssc-let-7a	200 116.9	223 606.8	−0.160121	0	#	190 431.98	205 049.8	−0.106698	0	#
ssc-let-7f	153 283.9	147 584.8	0.05466	7.91E−224	#	154 279.99	162 951.5	−0.078891	0	#
ssc-let-7c	23 084.45	26 634.82	−0.206393	0	#	25 229.77	25 631	−0.022763	4.02E−08	#
ssc-miR-140-3p	19 191.47	14 749.21	0.37983	0	#	27 233.803	13 713.84	0.98977	0	#
ssc-miR-103	18 098.7	15 669.88	0.20789	0	#	13 130.368	13 746.64	−0.066172	4.09E−31	#
ssc-let-7e	13 082.61	16 618.84	−0.34517	0	#	12 454.455	13 656.54	−0.13293	1.15E−116	#
ssc-miR-199a-3p	11 877.63	10 953.92	0.1168	8.59E−79	#	10 987.566	12 309.09	−0.163852	2.36E−157	#
ssc-miR-199b-3p	11 877.52	10 953.92	0.11679	8.94E−79	#	10 987.461	12 308.88	−0.163841	2.48E−157	#
ssc-let-7g	10 709.87	9836.656	0.1227	2.92E−78	#	9316.1399	10 257.47	−0.13887	8.59E−96	#
ssc-miR-107	10 397.37	8750.532	0.24878	2.47E−293	#	7124.6684	7155.805	−0.006291	0.421371	#

^a^miR-name: miRNA name.

^b^std: normalized expression level of miRNA in each sample.

^c^Fold-change = log_2_ (treatment/control).

^d^*P* value: the significance of the differential miRNA expression between the samples; low *P* values indicating higher significance of miRNA expression.

^e^Sig-labe

#: no significant difference.

**Figure 1:**
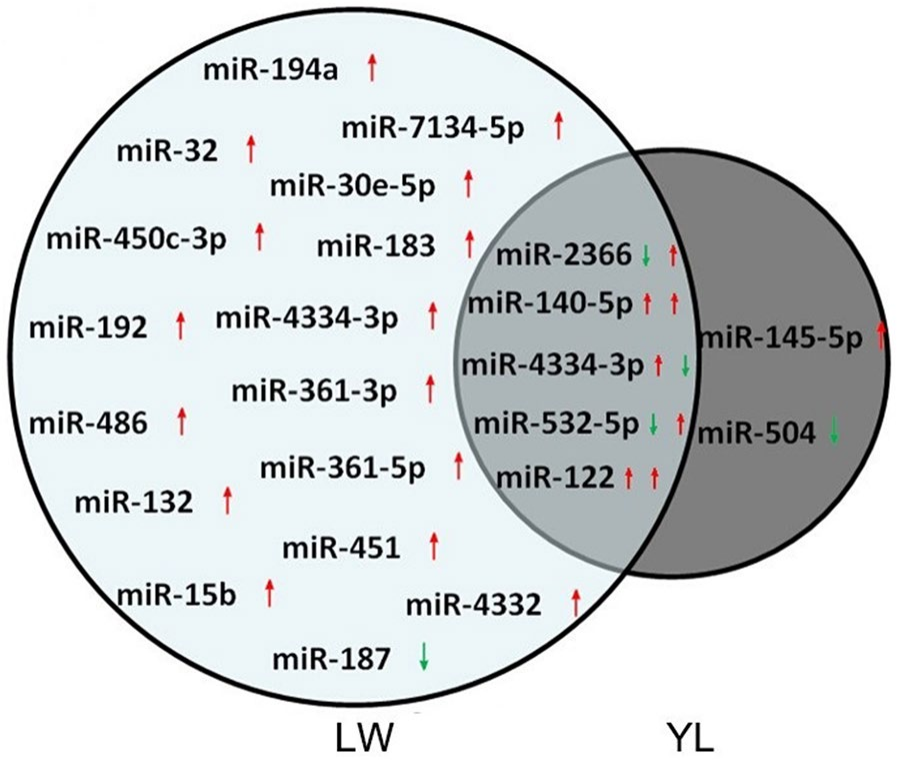
**Venn diagram showing significantly differentially expressed known miRNA in the LW-i vs.** **LW-u** **and/or YL-i** **vs.** **YL-u pigs.** Eighteen miRNA were significantly up-regulated, and three miRNA were significantly down-regulated in the LW-i vs. LW-u pigs, while five miRNA were significantly up-regulated and two miRNA were significantly down-regulated in the YL-i vs. YL-u pigs. Both *ssc*-*miR*-*122* and *ssc*-*miR*-*140*-*5p* were up-regulated in both breeds, and the expression of *ssc*-*miR*-*532*-*5p*, *ssc*-*miR*-*2366* and *ssc*-*miR*-*4334*-*3p* changed in the opposite direction in different breeds.*↑* up-regulated miRNA, *↓* down-regulated miRNA.

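Reads of ssc-miR-140-5p rose from 14 in LW-u to 33 in LW-i (log2 fold change 1.23, 95% exact interval 0.29 to 2.25) and from 19 in YL-u to 54 in YL-i (1.50, interval 0.73 to 2.34). The difference between the breeds was -0.27 on the log2 scale, with a standard error from read counts of 0.59. For ssc-miR-122 the difference, LW minus YL, was 3.79 (standard error 0.036). The reads of ssc-miR-532-5p fell from 687 to 150 in LW and rose from 132 to 481 in YL (log2 fold change 1.86, interval 1.58 to 2.15), a difference of -4.06 (standard error 0.19). Those of ssc-miR-4334-3p rose from 7 to 18 in LW (1.36, interval 0.03 to 2.86) and fell from 42 to 16 in YL (-1.40, interval -2.33 to -0.53), a difference of 2.76 (standard error 0.75). For ssc-miR-2366 the difference was -3.60 (standard error 1.13), and its change in YL had an interval that includes 0. These standard errors leave out the variation between pigs, for which there is no replicate. From the calls made separately in each breed by P value and fold change, the paper states that 2 miRNA rose in both breeds and that 3 changed in opposite directions.

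**Figure D2:**
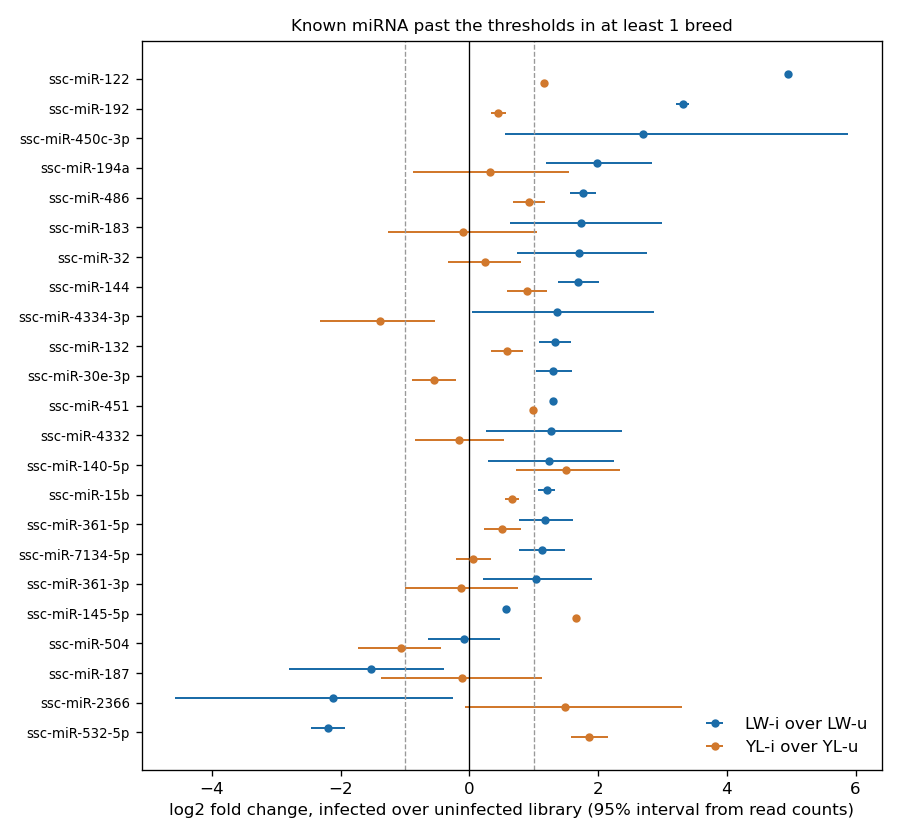
Log2 fold change of each known miRNA (vertical axis) that passed the thresholds in at least 1 breed, infected over uninfected library (horizontal axis), in LW (blue) and YL (orange), with 95% exact intervals from read counts as bars and the thresholds as dashed lines. The 2 points of ssc-miR-122 lie at 4.95 and 1.16, and those of ssc-miR-532-5p at -2.20 and 1.86 on opposite sides of 0.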

**Table 4:** **Significantly differentially expressed miRNA in the lung tissues from LW and YL pigs**

MiR-name	LW-i-std	LW-u-std	Fold-change	*P* value	Sig-label^b^	YL-i-std	YL-u-std	Fold-change	*P* value	Sig-label
ssc-miR-122	9434.249	304.42	4.95377399	0	**	1236.551	553.72	1.15908854	0	**
ssc-miR-192	911.5078	91.728	3.31281462	0	**	144.7485	105.97	0.44987344	3.72E−14	#
ssc-miR-450c-3p	1.3748	0.2118	2.69844726	0.0042214	**	–^a^	–	–	–	
ssc-miR-194a	7.0856	1.8007	1.97633218	2.27E−08	**	1.5734	1.2616	0.31863092	0.575742	#
ssc-miR-486	92.7477	27.434	1.75735703	6.45E−79	**	39.4387	20.816	0.92193299	8.90E−14	#
ssc-miR-183	3.1727	0.9533	1.73470891	0.0006918	**	1.4685	1.577	−0.10283939	0.850583	#
ssc-miR-32	4.1245	1.2711	1.6981417	0.0001305	**	6.1885	5.2565	0.23548725	0.397596	#
ssc-miR-144	37.649	11.651	1.69210823	2.07E−31	**	25.3834	13.667	0.89319929	5.85E−09	#
ssc-miR-4334-3p	1.9036	0.7415	1.36021176	0.0292532	*	1.6782	4.4155	−1.39566215	0.000566	**
ssc-miR-132	50.3397	20.125	1.3226935	2.76E−29	**	36.5018	24.39	0.58166602	1.58E−06	#
ssc-miR-30e-3p	39.5526	15.994	1.3062237	6.21E−23	**	13.1113	19.134	−0.54530515	0.001051	#
ssc-miR-451	1706.261	697.18	1.29123891	0	**	960.7944	483.39	0.99104161	0	#
ssc-miR-4332	3.0669	1.2711	1.27070359	0.0080352	**	3.776	4.2052	−0.15531565	0.641569	#
ssc-miR-140-5p	3.4899	1.4829	1.23476439	0.0056075	**	5.6641	1.9975	1.50365123	3.52E−05	**
ssc-miR-15b	171.1126	74.463	1.20034841	2.99E−82	**	173.4884	109.76	0.66053808	8.63E−32	#
ssc-miR-361-5p	16.8151	7.4145	1.18133605	2.99E−09	**	24.7541	17.347	0.5130229	0.000421	#
ssc-miR-7134-5p	22.8432	10.486	1.12325904	3.03E−11	**	23.4954	22.498	0.06258799	0.650382	#
ssc-miR-361-3p	4.1245	2.0125	1.03523045	0.0087951	**	2.4125	2.6283	−0.12360102	0.769294	#
ssc-miR-532-5p	15.8633	72.768	−2.1976	3.31E−83	**	50.4522	13.877	1.86220068	1.46E−47	**
ssc-miR-2366	0.3173	1.377	−2.1176	0.0126121	*	1.4685	0.5257	1.48203163	0.041899	*
ssc-miR-187	0.9518	2.754	−1.5328	0.0038754	**	1.2587	1.3667	−0.11876213	0.840414	#
ssc-miR-145-5p	743.9909	501.12	0.57013807	5.80E−100	#	3461.482	1102.6	1.65047065	0	**
ssc-miR-504	5.7108	6.0376	−0.08028232	0.7705841	#	3.3565	7.0437	−1.06937582	0.000392	**

^a^Normalized expression was less than 1 in both samples and these reads were removed from further analysis.^b^Sig-label: **: fold-change > 1 or < −1, and *P* value < 0.01; *: fold-change > 1 or < −1, and *P* value < 0.05; #: no significant difference.

### Identification of novel miRNA candidates

In this study, 3 563 675 (LW-u), 3 130 638 (LW-i), 3 298 682 (YL-u), and 3 261 707 (YL-i) unannotated sRNA, representing 137 325 (LW-u), 168 605 (LW-i), 169 308 (YL-u), and 179 586 (YL-i) unique sRNA, were mapped to the *Sus scrofa* reference genome. To determine whether these sRNA sequences were genuine porcine miRNA, we investigated their hairpin structures, Dicer cleavage sites, and minimal free energies using MIREAP v0.2 [25]. Mfold [26] and MiPred [27] to predict the typical secondary structures of the miRNA precursors and identify the pseudo-pre-miRNA. 

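Additional file 4, as analysed here, lists 94 candidate miRNA with mature sequences of 20 to 24 nt, of which 30 (31.9%) are 22 nt long. Among these, the smallest number of reads above 0 was 5, and the largest was 3586, for novel_mir_12 in YL-i. Normalized values are given for 27 candidates in LW and 33 in YL, since pairs with values under 1 in both libraries are not shown there. By their listed positions, which were set against the RefSeq annotation of Sscrofa11.1, 77 of the 94 overlap an annotated gene and 8 overlap an annotated miRNA gene. Among these, novel_mir_53, on chromosome 1 from 162329781 to 162329855, lies within MIR122, and its precursor holds 23 of the 24 nt of the paper's ssc-miR-122 primer in the reverse complement. The 94 precursors occupy 82 loci, of which 12 hold 2 candidates each on the same strand.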

In total, 95 potential novel miRNA candidates with lengths ranging from 20 to 24 nt and numbers of reads ranging from 5 to 3968 were obtained from the four libraries (Additional files 4 and 5). 

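For the candidate miRNA the paper's thresholds of 0.01 for the P value and 1 for the log2 fold change were applied with a two-sided Fisher's exact test on recovered reads, and 0 reads were given the paper's normalized value of 0.01. In LW, 7 candidates had more and 5 had fewer reads in LW-i past both thresholds. Summing the candidates that share a locus changed this most, to 3 with more and 2 with fewer reads. The locus on chromosome 12 from 14708396 to 14708478, within PECAM1, holds novel_mir_5 and novel_mir_90. The reads of novel_mir_5 went from 40 in LW-u to 0 in LW-i and those of novel_mir_90 from 0 to 33, and their sums of 40 and 33 reads gave a log2 fold change of -0.28 (95% exact interval -0.99 to 0.42). On chromosome 17 from 57976162 to 57976241, within ZBP1, novel_mir_69 went from 25 to 0 reads and novel_mir_14 from 0 to 17, with a log2 fold change of the sums of -0.56 (interval -1.54 to 0.39). On chromosome 5 from 8161116 to 8161195, novel_mir_81 went from 17 to 0 reads and novel_mir_63 from 0 to 20, with a log2 fold change of the sums of 0.23 (interval -0.77 to 1.26). Among the other called candidates that share a locus, novel_mir_103 went from 0 to 13 reads and novel_mir_108 from 0 to 10. With the reads of novel_mir_38 at its locus, the sums for novel_mir_103 were 5 and 13 reads (log2 fold change 1.38, interval -0.20 to 3.22). The value of novel_mir_38 in LW-i is not shown and was counted as 0 in this sum. For candidates with 0 reads in 1 library, the log2 fold change depends on the value given to 0.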

In LW pigs, seven novel miRNA were significantly up-regulated (*P* < 0.01; fold-change of < −1 or > 1) and five novel miRNA were significantly down-regulated after PCV2 infection. In YL pigs, seven novel miRNA were significantly up-regulated, and nine novel miRNA were significantly down-regulated. 

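In YL, 7 candidates had more and 9 had fewer reads in YL-i past both thresholds. All 16 had 0 reads in 1 library of the pair, against 10 of the 12 in LW. Across both breeds, the other library of these pairs held between 10 and 100 reads, with a median of 14. With at least 20 reads required in 1 library, 2 candidates with more and 2 with fewer reads remained in YL. These were novel_mir_32 (0 reads in YL-u and 100 in YL-i), novel_mir_23 (0 and 20), novel_mir_60 (59 and 0) and novel_mir_48 (26 and 0). Among the called candidates that share a locus with another, novel_mir_38 went from 0 to 14 reads, and novel_mir_52 and novel_mir_56 each from 12 to 0.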

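The reads of novel_mir_25, whose precursor lies on chromosome 4 from 51211583 to 51211659 and overlaps the annotated miRNA gene MIR9858, rose from 8 in LW-u to 42 in LW-i (log2 fold change 2.39, 95% exact interval 1.28 to 3.69) and from 0 in YL-u to 12 in YL-i (exact Fisher p = 0.000488). Those of novel_mir_60, within ATP6V1C2 on chromosome 3 from 125795862 to 125795940, fell from 46 to 19 in LW (log2 fold change -1.28, interval -2.13 to -0.48) and from 59 to 0 in YL. The same locus holds novel_mir_23, which had 0 reads in YL-u and 20 in YL-i, so that the sums in YL were 59 and 20 reads (log2 fold change -1.56, interval -2.37 to -0.81). Those of novel_mir_63, in TNRC6B and overlapping MIR7134, rose from 0 to 20 in LW and fell from 14 to 0 in YL (exact Fisher p = 6.01e-05). Summed with novel_mir_81 of the same locus, the reads in LW were 17 and 20, and the rise in LW was no longer past the thresholds.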

Of these differentially expressed novel miRNA, novel-mir-25 was up-regulated and novel-mir-60 was down-regulated in both breeds, while the expression of novel-mir-63 changed in the opposite direction in different breeds (Additional file 4).

### Validation of differentially expressed miRNA and affected pathways

The qRT-PCR validation of the differentially expressed miRNA indicated that five miRNA (i.e., *ssc*-*miR*-*122*, *ssc*-*miR*-*192*, *ssc*-*miR*-*451,ssc*-*miR*-*486* and *ssc*-*miR*-*504*) had differential expression patterns that were similar to the sRNA sequencing data (Figure 2). Of these miRNA, *ssc*-*miR*-*122* and *ssc*-*miR*-*192* had significantly higher expression levels in the PCV2-infected LW pigs than those in the uninfected LW pigs, while the expression of *ssc*-*miR*-*486* in both breeds of PCV2-infected pigs was significantly higher than that in the uninfected pigs. The TargetScan analyses using these miRNA predicted significantly conserved genes in several KEGG pathways, including the insulin signaling pathway [nine predicted target genes, −In(*P* value) = 7.75], the mTOR signaling pathway [four genes, −In(*P* value) = 4.75], non-small cell lung cancer (NSCLC) [four genes, −In(*P* value) = 3.71], and leukocyte transendothelial migration [six genes, −In(*P* value) = 3.61] (Additional file 6).

**Figure 2:**
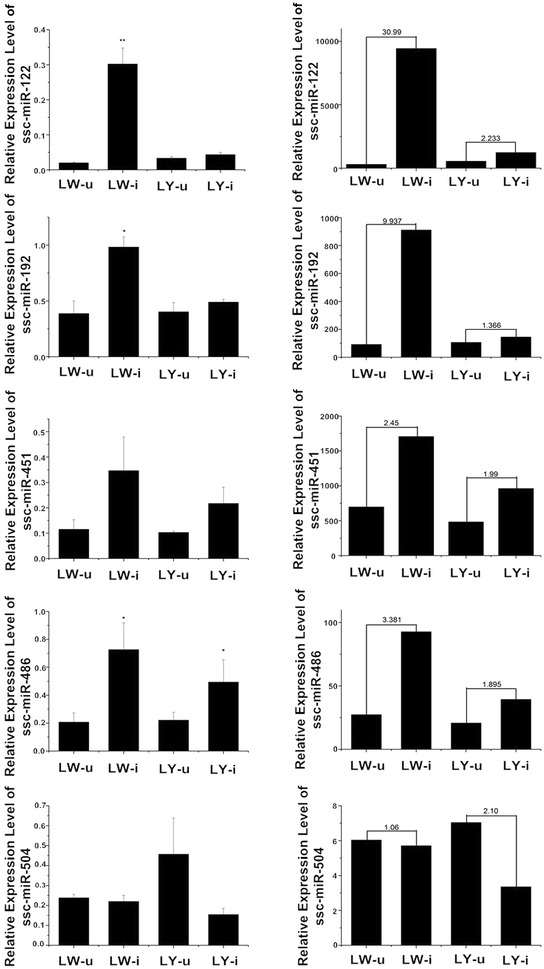
**Five differentially expressed miRNA in porcine lung tissues were validated by qRT-PCR.** The order of miRNA shown from top to bottom is *ssc*-*miR*-*122*, *ssc*-*miR*-*192*, *ssc*-*miR*-*451*, *ssc*-*miR*-*486* and *ssc*-*miR*-*504*. The Solexa sequencing results are shown on the right, and the qRT-PCR results are shown on the left. * and ** indicate significance at the *P* value threshold levels of 0.05 and 0.01, respectively. The expression levels of three of the five miRNA (except for *ssc*-*miR*-*451* and *ssc*-*miR*-*504*) were consistent with the sequencing results with *P* < 0.05.

### Expression profile of *miR*-*122* in different tissues

*MiR*-*122* is a broad-range miRNA that can express in many tissues; therefore, we assessed the expression profile of *miR*-*122* in different tissues, including the lymph node, small intestine, tonsil, large intestine, liver, spleen and heart, in the LW and YL pigs after the PCV2 infection. A comparison of the PCV2-infected pigs and PCV2-uninfected pigs indicates that the expression of *miR*-*122* was significantly higher in the hearts of the infected LW pigs (*P* < 0.05) and the livers of the infected YL pigs (*P* < 0.01) (Figure 3). Meanwhile, in both pig breeds, the expression of *miR*-*122* was higher in the tonsil and spleen and lower in the lymph node and small intestine of the infected pigs than that in the uninfected pigs, but this pattern was not statistically significant (*P* > 0.05) (Figure 3).

**Figure 3:**
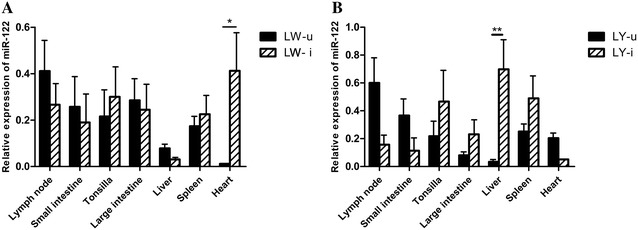
**Changes in the expression of** ***miR*-*122*** **in the different tissues from LW (A) and YL (B) pigs after PCV2 infection.** The *y*-axis indicates the fold changes in normalized expression. SEs from the mean are labeled on the bar using vertical lines. * and ** indicate significance at the *P* value threshold levels of 0.05 and 0.01, respectively.

### *MiR*-*122* can repress the protein expression and viral DNA replication of PCV2

As mentioned in materials and methods, PK15 cells were pretransfected with either *ssc*-*miR*-*122* mimic or mimic control and then infected with PCV2. At 36 h post-infection, the expression levels of the PCV2 Cap protein and the copy numbers of PCV2 DNA were quantified. As shown in Figure 4, the Cap protein expression and viral DNA copies were significantly reduced when the cells were transfected with *ssc*-*miR*-*122* compared to those in the mimic-control-treated infected cells and untreated infected cells (*P* < 0.01). Thus, *ssc*-*miR*-*122* could decrease PCV2 viral DNA replication and protein synthesis in PK15 cells.

**Figure 4:**
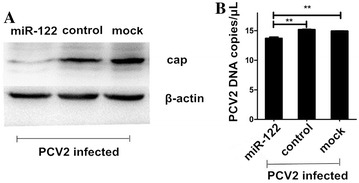
**The expression of Cap protein (A) and viral DNA copies (B) in PCV2-infected PK15 cells transfected with** ***ssc*-*miR*-*122***. PK15 cells were pretransfected with *ssc*-*miR*-*122* mimic and mimic control and then infected with PCV2 at an MOI of 0.1. Both the total protein and viral DNA were harvested from the PK15 cells 36 h post-infection to analyze the expression of Cap protein and viral DNA copies. In panel B, SE from the mean are labeled on the bar using vertical lines. ** Indicates significance at the *P* value threshold level of 0.01.

### Nuclear factor of activated T-cells 5 (NFAT5) and aminopeptidase puromycin sensitive (NPEPPS) were directly targeted by miR-122

Since the expression of *miR*-*122* was greatly increased in the LW pigs but remained much lower in the YL pigs after the PCV2 infection, the target genes of *miR*-*122* in PCV2 infection were further analyzed. According to the bioinformatic predictions, *miR*-*122* had a high complementarity and binding specificity with putative binding sites within the 3′ UTR of the porcine *NFAT5* and *NPEPPS* genes. To confirm the relationship between *miR*-*122* and the *NFAT5* and *NPEPPS* genes, we first measured the expression levels of *NFAT5* and *NPEPPS* in the lung tissue. *NFAT5* was significantly down-regulated in the PCV2-infected pigs compared with that in the uninfected pigs (*P* < 0.05), which was the opposite of the expression levels of *miR*-*122* (Figure 5A). The changes in the expression of *NPEPPS* were similar to those observed in *NFAT5* (Figure 5A). The transfection of *ssc*-*miR*-*122* into the PK15 cells markedly decreased the mRNA (*P* < 0.01) and protein levels of *NFAT5* (*P* < 0.05), and mRNA and protein levels of *NPEPPS* (*P* < 0.05) (Figures 5B and C). Next, we verified that *NFAT5* and *NPEPPS* are the direct targets of *ssc*-*miR*-*122* using the vector pGL3-promoter linked to wild or mutant 3′ UTRs of porcine *NFAT5* and *NPEPPS* genes, respectively (Figure 5D). The co-transfection of the luciferase constructs with the *ssc*-*miR*-*122* mimic into the PK15 cells showed that the *ssc*-*miR*-*122* mimic significantly decreased the luciferase activity from the luciferase constructs harboring the wildtype 3′ UTR of both *NFAT5* and *NPEPPS* but not of the mutant 3′ UTR of the two genes (*P* < 0.001) (Figure 5E). Altogether, these results indicate that both the *NFAT5* and *NPEPPS* genes are regulated by *ssc*-*miR*-*122* through binding to their 3′ UTR.

**Figure 5:**
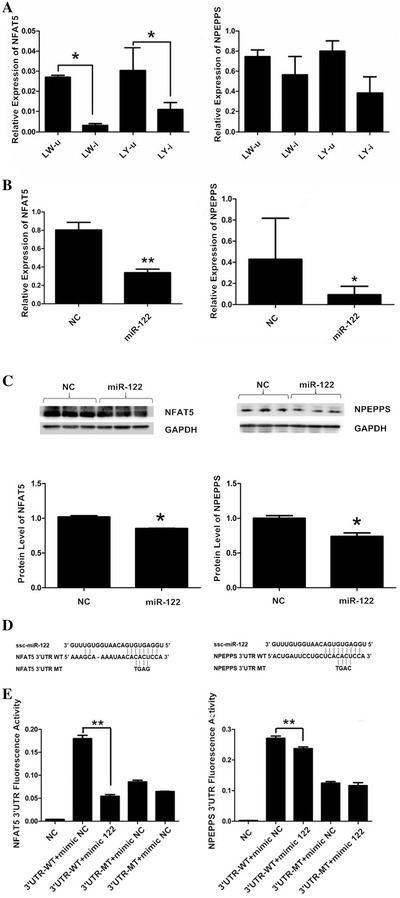
**Validation of** ***NFAT5*** **and** ***NPEPPS*** **as direct targets of** ***ssc*-*miR*-*122***. **A** mRNA expression of *NFAT5* and *NPEPPS* in lung tissues from uninfected or infected LW and YL pigs. **B** mRNA expression of *NFAT5* and *NPEPPS* in PK15 cells transfected with the *ssc*-*miR*-*122* mimic. **C** Protein expression of NFAT5 and NPEPPS in PK15 cells transfected with *ssc*-*miR*-*122* mimic. **D** Diagram of the predicted *miR*-*122* targeting site within the 3′ UTR of *NFAT5* and *NPEPPS* (3′ UTR WT). The mutated 3′ UTR (3′ UTR MT) contains a mutated sequence which is not complementary to the *ssc*-*miR*-*122* seed sequence (GUGA).**E** Relative fluorescence activity of the luciferase constructs harboring the wildtype or mutant 3′ UTR of either *NFAT5* or *NPEPPS* genes in PK15 cells with or without the *ssc*-*miR*-*122* mimic. SE from the mean are labeled on the bar using vertical lines. *, ** and *** indicate significance at the *P* value threshold levels of 0.05, 0.01 and 0.001, respectively.

## Discussion

The susceptibility to PCV2 infection differs among pig breeds. According to our previous study, PCV2-infected YL pigs show serious lesions in lung tissues, while infected LW pigs exhibit no such clinical characteristics. Using RNA-seq, the differentially expressed genes between infected and uninfected LW and YL pigs, including *SERPINA1*, were identified in the lung tissues [13]. The PCV2 DNA does not express miRNA in subclinically infected tonsils and mediastinal lymph nodes; however, after the PCV2 infection, eight differentially expressed miRNA encoded by the porcine genome were detected in mediastinal lymph nodes [12]. Furthermore, an in vitro PCV2 infection study using the PK15 cells also detected tens of miRNA induced by the expression of PCV2-encoded ORF1, ORF2 and ORF3 proteins [11]. Due to the involvement of miRNA in PCV2 infection, we compared the miRNA expression profiles in the lung tissues of infected and uninfected LW and YL pigs. In the present study, 295 known porcine miRNA were detected in the porcine lung tissues, and more differentially expressed miRNA were detected in the LW pigs than in the YL pigs after the PCV2 infection. Of these miRNA, *miR*-*132*, *miR*-*187* and *miR*-*451* were also detected in the PK15 cells expressing the PCV2-encoded ORF proteins [11]. Moreover, 95 novel miRNA candidates were identified for the first time.

In this study, the expression patterns of five differentially expressed miRNA (i.e., *ssc*-*miR*-*122*, *ssc*-*miR*-*451*, *ssc*-*miR*-*486*, *ssc*-*miR*-*504* and *ssc*-*miR*-*192*) were validated using sRNA sequencing data. Of these miRNA, *ssc*-*miR*-*122*, *ssc*-*miR*-*451*, *ssc*-*miR*-*486* and *ssc*-*miR*-*192* were up-regulated after the PCV2 infection, while the expression level of *ssc*-*miR*-*504* was down-regulated. By analyzing sRNA libraries constructed from mediastinal lymph nodes of PCV2-infected and uninfected pigs, Núñez-Hernández et al. detected five up-regulated and three down-regulated miRNA in PCV2-infected pigs [12]. However, none of the eight differentially expressed miRNA were found in our study investigating PCV-infected lung tissues. This difference is likely due to the tissue-specific nature of miRNA expression. However, the mTOR and leukocyte transendothelial migration signaling pathways associated with the four up-regulated miRNA in our study were also reported by Núñez-Hernández et al. [12], although the miRNA affected by PCV2 were different.

Of the four up-regulated miRNA, *miR*-*122* was further analyzed because its expression is greatly stimulated in LW pigs after PCV2 infection, while it is stable in YL pigs. Porcine *miR*-*122* was first identified to be specifically expressed in the liver tissue [28, 29]. Subsequently, *miR*-*122* was also found to be expressed in the porcine backfat [30] and *longissimus dorsi* muscle tissues. In intestinal samples collected from pigs during hypothermic circulatory arrest, the expression of *miR*-*122* was significantly increased [31]. In an ischemic porcine cardiogenic shock model, therapeutic hypothermia significantly reduced the levels of *miR*-*122* [32], and plasma *miR*-*122* was associated with acute coronary syndrome [33]. In this study, *miR*-*122* was expressed in the porcine lung tissue. These data collectively indicate that *miR*-*122* is also expressed in tissues other than the liver.

Regarding the relationship between *miR*-*122* and viral infection, most studies have focused on human hepatitis C virus (HCV). In humans, *miR*-*122* is reported to enhance the accumulation of HCV RNA by binding to the 5′ UTR of the HCV genome [34]. Moreover, the 3′ region of the HCV genome targeted by *miR*-*122* is involved in regulating different steps of the HCV replication cycle [35]. Our results also indicate that *ssc*-*miR*-*122* could decrease PCV2 viral DNA replication and protein synthesis in PK15 cells. We subsequently analyzed the 1.7 kb genomic sequence of porcine PCV2 virus and did not find binding sites for *ssc*-*miR*-*122*, suggesting that *miR*-*122* cannot directly interfere with the replication of PCV2 virus by targeting genes encoded by the PCV2 virus. We further examined host genes that are likely targets of *miR*-*122* and found that *NFAT5* and *NPEPPS* were negatively regulated by *miR*-*122* through binding to their 3′ UTR regions.

NFAT5 is a member of the NFAT family of transcription factors and regulates gene expression induced by osmotic stress in mammalian cells. NFAT5 was shown to be up-regulated in lung adenocarcinoma cells, and the knockdown of NFAT5 decreased the proliferation and migration of these cells [36]. In this study, after the PCV2 infection, the NFAT5 expression was decreased due to the increased expression of *miR*-*122* in the lung tissue, which is consistent with the lesions observed in the lung tissue after the PCV2 infection [13]. In humans, NFAT5 plays a crucial role in the regulation of HIV-1 replication by directly interacting with a highly conserved long terminal repeat site and the viral promoter [37] and is also modulated by nonstructural 5A for HCV propagation [38]. *NPEPPS* encodes puromycin-sensitive aminopeptidase, which is a zinc metallopeptidase that hydrolyzes amino acids from the N-terminus of its substrate. In the lung cancer cell line PGCL3, *miR*-*614* inhibited lung cancer cell invasion and proliferation by targeting the 3′ UTR of the *NPEPPS* gene [39]. Further investigations are needed to determine whether NFAT5 and NPEPPS play direct roles in the regulation of PCV2 replication.

In conclusion, the miRNA profile in the porcine lung tissue of PCV2-infected and PCV2-uninfected LW and YL pigs was compared. We identified 21 and seven differentially expressed known miRNA in the lung tissues of LW and YL pigs that were related to the PCV2 infection. The expression levels of *ssc*-*miR*-*122*, *ssc*-*miR*-*451*, *ssc*-*miR*-*486*, and *ssc*-*miR*-*192* were elevated in the PCV2-infected pigs compared to those in the uninfected pigs, while that of *ssc*-*miR*-*504* was reduced. In the PK15 cells, *ssc*-*miR*-*122* can repress the protein expression and viral DNA replication of PCV2, and *ssc*-*miR*-*122* may down-regulate the expression of *NFAT5* and *NPEPPS* by binding to their 3′ UTR.

## Additional files

**Additional file 1.** **Percentages of small non-coding RNA mapped to the** ***Sus scrofa*** **reference genome.** ^a^ Number of clean reads.

**Additional file 2.** **Length distribution and abundance of sequences in LW-u (A), LW-i (B), YL-u (C) and YL-i (D) pigs**. The most abundant lengths were 22 nt, followed by 23 nt, 21 nt and 24 nt.

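In the deposited tables the 24-nt reads ranked next to the 21-nt reads in LW-u (360479 reads against 272079 of 20 nt), YL-u (410921 against 255925) and YL-i (448486 against 282306). In LW-i there were 366136 reads of 24 nt and 375752 of 20 nt (two-sided exact binomial p = 6.18e-29 for equal numbers). Between 26 and 28 nt, the 27-nt reads were the most numerous in LW-u (64326), YL-u (148731) and YL-i (153030), while in LW-i 92691 reads of 26 nt were counted against 87772 of 27 nt.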

**Additional file 3.** **Hierarchical clustering of miRNA expression.** This analysis clustered miRNA with similar patterns of expression. Each row represents a specific miRNA, and each column represents a pair of samples. That is, the color of each lattice shows the difference in the expression of a given miRNA between a pair of samples. Take LW-u vs. LW-i for example; the red indicates that the expression of a given miRNA in LW-u is higher than that of LW-i; the green indicates that the expression of a given miRNA in LW-u is lower than that of LW-i; and the grey indicates that a given miRNA is not expressed in at least one sample.

**Additional file 4.** **Information of the novel miRNA in porcine lung tissues.** This excel file contains all information of the 95 novel miRNA, including mature miRNA sequence, precursor sequence, precursor location, minimal free energy, normalized expression value, fold-change and *P* value. ^a^ If the normalized expression of a given miRNA was less than 1 in both samples of a sample pair, the normalized expression of both samples were not shown and the miRNA was removed from the differential expression analysis. ^b^ Sig-label: **: fold-change > 1 or < −1, and *P* value < 0.01.

**Additional file 5.** **Secondary structures of the novel miRNA.**

**Additional file 6.** **DIANA-miRPath predicted KEGG pathways of four up-regulated miRNA.** The *y*-axis indicates the confidence level that a differential expressed miRNA is enriched to a certain KEGG pathway. Confidence levels were measured by –In(*P-*value) and correlated positively. Union group indicates the pathway analysis of a combination of all four miRNA.

## Abbreviations

PCV2: porcine circovirus type 2
PCV1: porcine circovirus type 1
PRRSV: porcine reproductive and respiratory syndrome virus
PPV: porcine parvovirus
HCV: hepatitis C virus
miRNA: microRNA
sRNA: small RNA
LW pig: Laiwu pig
YL pig: Yorkshire × Landrace crossbred pig
LW-i: PCV2-infected LW pig
LW-u: PCV2-uninfected LW pig
YL-i: PCV2-infected YL pig
YL-u: PCV2-uninfected YL pig
NFAT5: nuclear factor of activated T-cells 5
NPEPPS: aminopeptidase puromycin sensitive
3′UTR: 3′untranslated region
qRT-PCR: quantitative real-time PCR
RNA-seq: RNA-sequencing
MOI: multiplicity of infection
TCID_50_: 50% tissue culture infective dose
SE: standard error

# Supplementary material for: Identification and characterization of microRNA in the lung tissue of pigs with different susceptibilities to PCV2 infection
**Source:** Vet Res. 2018 Feb 15;49:18. doi: 10.1186/s13567-018-0512-3
**Supplement:** Supplementary file 1 — Additional file 1. Percentages of small non-coding RNA mapped to the Sus scrofa reference genome. a Number of clean reads.

|  |  | **Unique sRNAs** | **Percent** | **Total sRNAs** | **Percent** |
| --- | --- | --- | --- | --- | --- |
| LW-u | snRNAs | 224855 ^a^ | 100% | 9440912 | 100% |
|  | mapped snRNAs | 111454 | 49.57% | 5763039 | 61.04% |
| LW-i | snRNAs | 283728 | 100% | 9455761 | 100% |
|  | mapped snRNAs | 142691 | 50.29% | 6167293 | 65.22% |
| YL-u | snRNAs | 295897 | 100% | 9511998 | 100% |
|  | mapped snRNAs | 155610 | 52.59% | 6126551 | 64.41% |
| YL-i | snRNAs | 317234 | 100% | 9533777 | 100% |
|  | mapped snRNAs | 168782 | 53.20% | 6043588 | 63.39% |

# Supplementary material for: Identification and characterization of microRNA in the lung tissue of pigs with different susceptibilities to PCV2 infection
**Source:** Vet Res. 2018 Feb 15;49:18. doi: 10.1186/s13567-018-0512-3
**Supplement:** Supplementary file 5 — Additional file 5. Secondary structures of the novel miRNA.

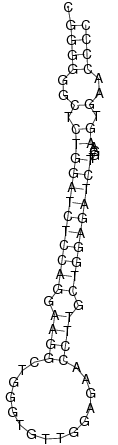

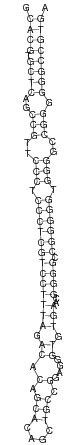

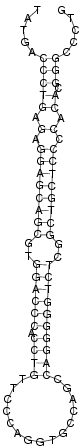

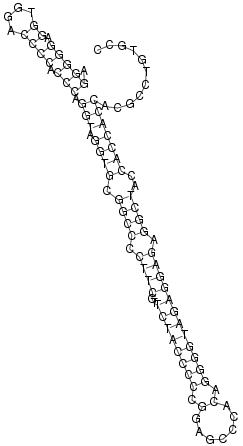

**The secondary structures above are arranged from left to right in the following order: novel_miR_1, novel_miR_2, novel_miR_3, novel_miR_5, novel_miR_6, novel_miR_7, novel_miR_8 and novel_miR_9.**

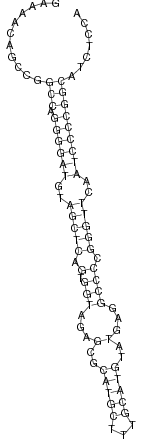

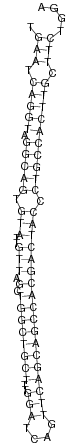

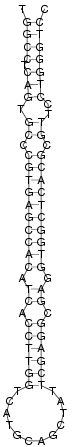

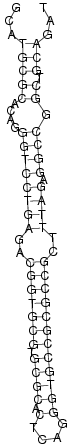

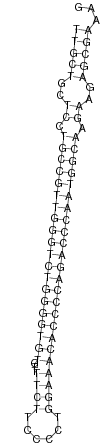

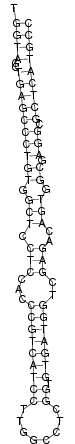

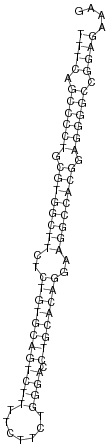

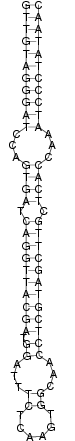

**The secondary structures above are arranged from left to right in the following order: novel_miR_10, novel_miR_12, novel_miR_14, novel_miR_17, novel_miR_18, novel_miR_20, novel_miR_21, novel_miR_22 and novel_miR_23.**

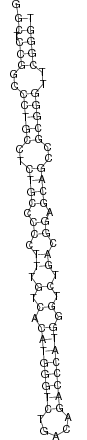

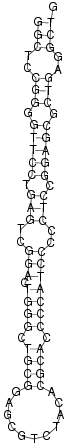

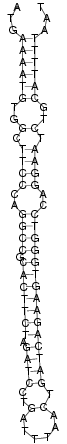

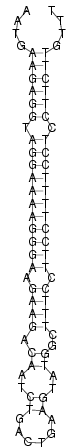

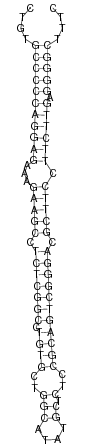

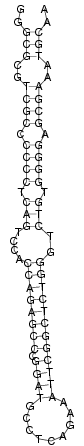

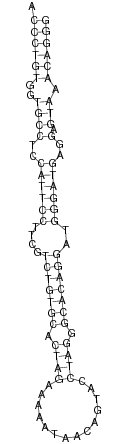

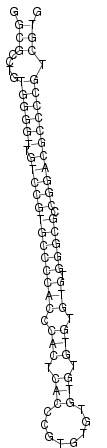

**The secondary structures above are arranged from left to right in the following order: novel_miR_24, novel_miR_25, novel_miR_26, novel_miR_27, novel_miR_28, novel_miR_29, novel_miR_30, novel_miR_31 and novel_miR_32.**

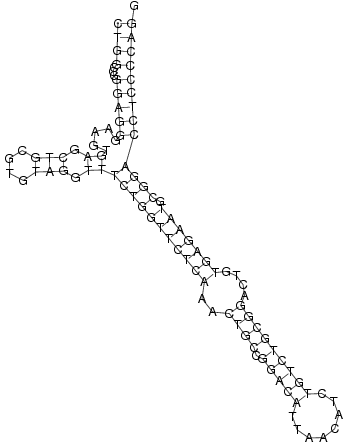

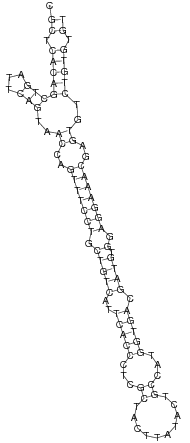

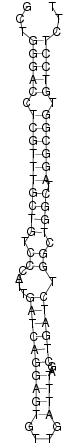

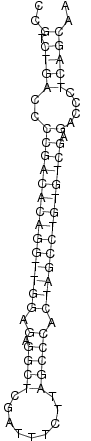

**The secondary structures above are arranged from left to right in the following order: novel_miR_34, novel_miR_35, novel_miR_36, novel_miR_37, novel_miR_38 and novel_miR_41.**

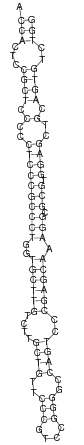

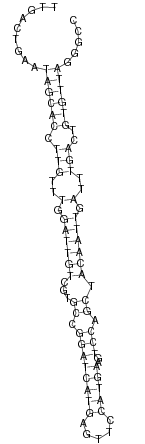

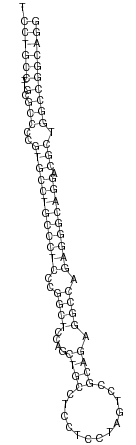

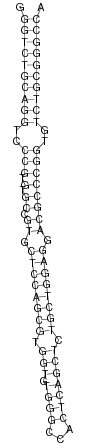

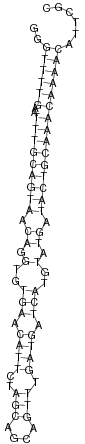

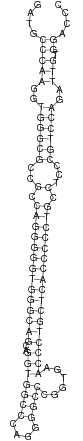

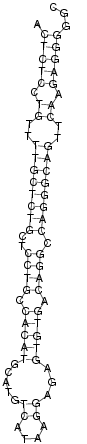

**The secondary structures above are arranged from left to right in the following order:** **novel_miR_42, novel_miR_43, novel_miR_44, novel_miR_45, novel_miR_46, novel_miR_47, novel_miR_48, novel_miR_49 and novel_miR_50.**

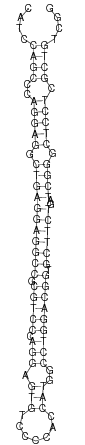

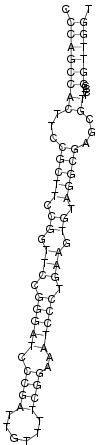

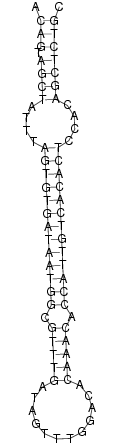

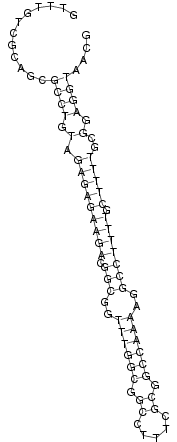

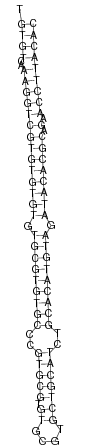

**The secondary structures above are arranged from left to right in the following order:** **novel_miR_51, novel_miR_52, novel_miR_53, novel_miR_55, novel_miR_56, novel_miR_57, novel_miR_58, novel_miR_59 and novel_miR_60.**

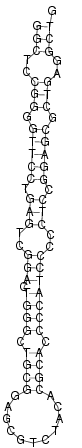

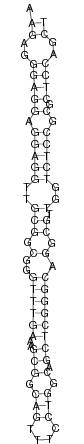

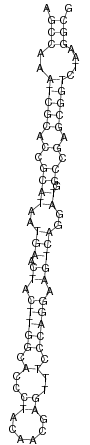

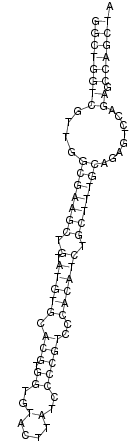

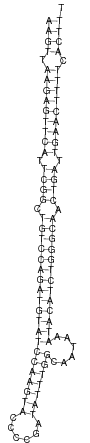

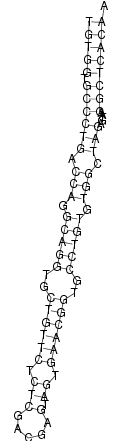

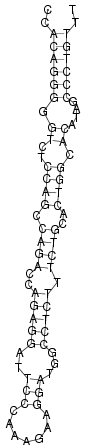

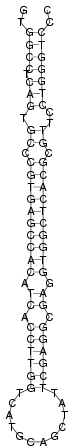

**The secondary structures above are arranged from left to right in the following order:** **novel_miR_61, novel_miR_62, novel_miR_63, novel_miR_64, novel_miR_65, novel_miR_66, novel_miR_67, novel_miR_68 and novel_miR_69.**

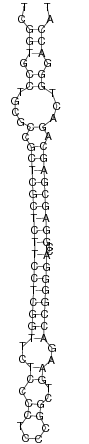

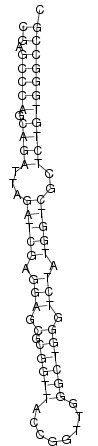

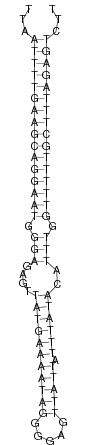

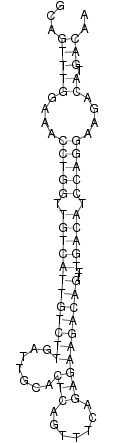

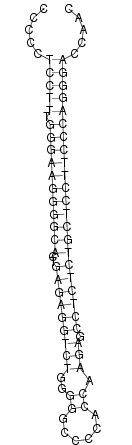

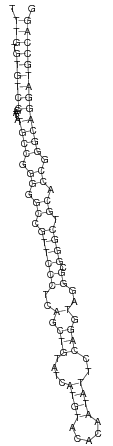

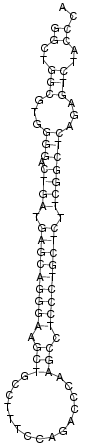

**The secondary structures above are arranged from left to right in the following order: novel_miR_70, novel_miR_71, novel_miR_72, novel_miR_73, novel_miR_74, novel_miR_75, novel_miR_76 and novel_miR_77.**

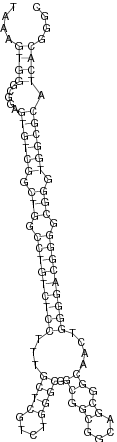

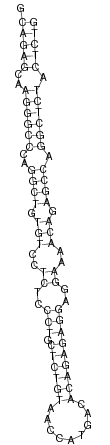

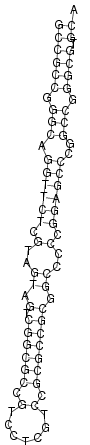

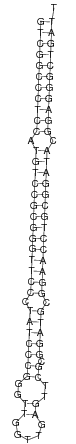

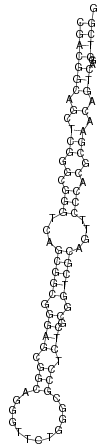

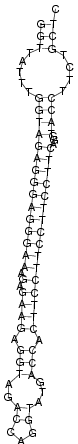

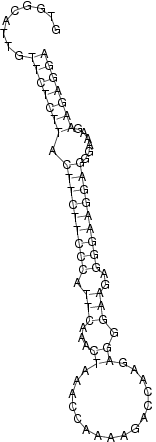

**The secondary structures above are arranged from left to right in the following order: novel_miR_78, novel_miR_79, novel_miR_80, novel_miR_81, novel_miR_82, novel_miR_83, novel_miR_84 and novel_miR_85.**

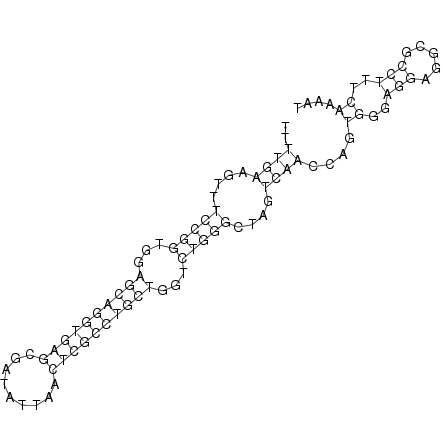

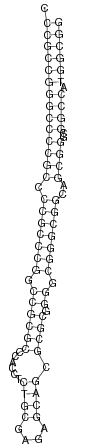

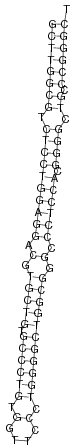

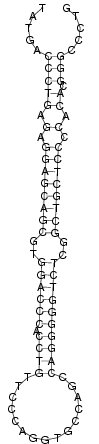

**The secondary structures above are arranged from left to right in the following order: novel_miR_86, novel_miR_87, novel_miR_89 and novel_miR_90.**

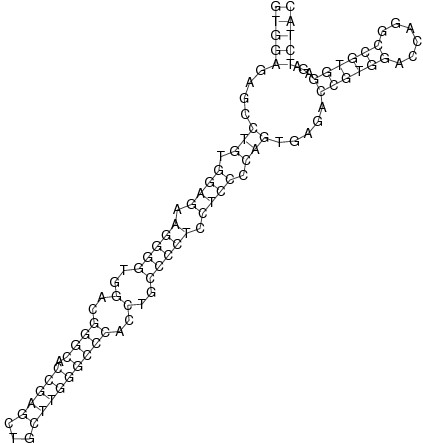

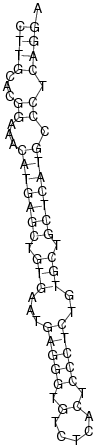

**The secondary structures above are arranged from left to right in the following order: novel_miR_91, novel_miR_92, novel_miR_93 and novel_miR_94.**

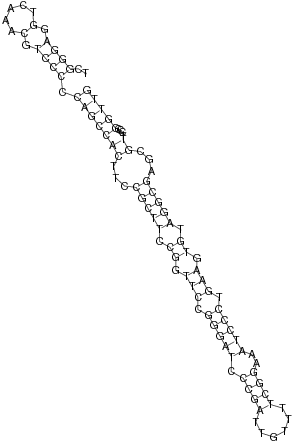

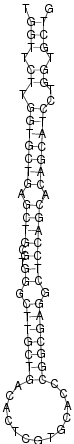

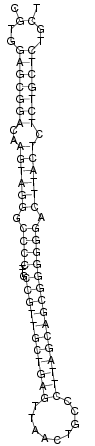

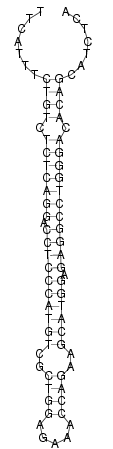

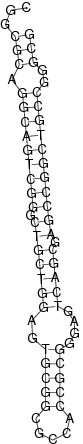

**The secondary structures above are arranged from left to right in the following order: novel_miR_95, novel_miR_96, novel_miR_98, novel_miR_99, novel_miR_100, novel_miR_101 and novel_miR_102.**

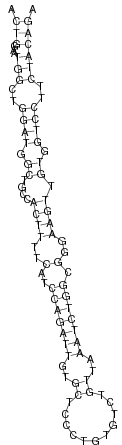

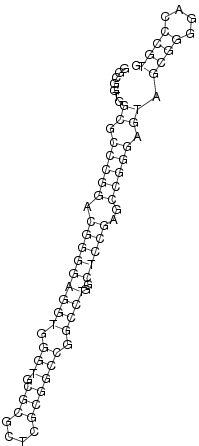

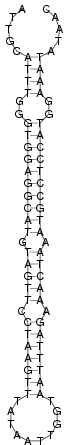

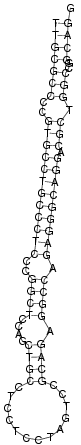

**The secondary structures above are arranged from left to right in the following order: novel_mir_103, novel_miR_104, novel_mir_106, novel_miR_107 and novel_miR_108.**

How the deposited data were processed for this re-analysis (not part of the article)

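Small RNA from lung tissue was sequenced in 4 libraries, LW-u, LW-i, YL-u and YL-i, each made from the pooled RNA of 4 pigs. The groups were taken from the paper and the sample records. For each library the authors deposited the counts of reads at each insert length, made after base calling and adaptor trimming and without normalization. The counts include the reads shorter than 18 nt and the polyA reads that the paper removes to reach its clean reads. They do not list miRNA, and unique sequences were not used here.

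From these counts, the share of each length and length class was computed over all reads of the table, with 95% Wilson intervals, and changes between libraries were given with 95% intervals from counts. Neighbouring lengths were compared within a library with a two-sided exact binomial test, and the length distributions of library pairs with a chi-square test and Cramér's V. The depth was 9461170 to 9544404 reads per library, at which 3 reads correspond to a share between 3.14e-05% and 3.17e-05%.

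Reads of known and candidate miRNA were recovered from the paper's normalized expression values, by undoing their scaling to a fixed library size with the clean reads of Table 2, and rounded. The plan was to use the total of the deposited length table, with Table 2 where that table does not hold the clean total. The deposited total of reads of 18 nt and longer exceeds the clean reads by 52 to 82, so Table 2 was used. Of the 130 products for known miRNA 125 were within 0.1 of a whole number, as were the 94 products above 0 for candidate miRNA. The other 5 belong to large values printed with few decimals, for which a whole number cannot be ruled out or established. In LW-u, the candidates' own count column in Additional file 4 equalled the recovered reads for 27 of 27 candidates. A check of the log2 fold changes against those of the paper is not independent, since both come from the same normalized values.

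Libraries were compared within each breed by a two-sided Fisher's exact test with the paper's thresholds (P value under 0.05 for known and under 0.01 for candidate miRNA, log2 fold change beyond 1). Intervals of the log2 fold change are exact conditional intervals. With 1 library per group, these tests and intervals cover counting error only and say nothing about the spread between pigs. Known miRNA were tested where Table 4 lists them, those of Table 3 are described only, and others were not analysed here. The tests were run with scipy 1.17.1 and numpy 2.4.6, and figures were drawn with matplotlib 3.10.9. The interval and both tests were tested on simulated reads of 2000 miRNA of which 200 changed by 2 on the log2 scale. The reads were drawn as Poisson counts, so PCR duplicates and variation between pigs were not simulated. The 95% interval covered the true value for 96.2% of miRNA, and 4.78% of the unchanged miRNA had a Fisher P value under 0.05. Of the changed miRNA, 122 had an expected 20 reads or more in the uninfected library, and 100% of these were called. Of the 27 calls of known miRNA in the data, 22 had a log2 fold change within 2 of 0, so this last result says less about them.

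The miRNA named in the text follow a rule set in the plan: the known and candidate miRNA the paper names for these libraries, the called known miRNA with the fewest reads, each called candidate in a locus that holds another candidate, and the lengths the paper names. Further miRNA are named where they bear on the numbers of calls. The alternatives were another denominator (mapped reads or reads matched to known miRNA), the Audic-Claverie test, Bonferroni adjustment for 295 known and 95 candidate miRNA, an interval wholly beyond the threshold, at least 20 reads in 1 library, 0.5 reads added, candidates of a locus summed, and other length bounds. The Audic-Claverie test was planned, but its form, the doubled lower tail of the library with fewer reads given the other, was chosen after several tails had been compared with the paper's P values. With it, 110 of 110 comparable P values were within 1 percent of the paper's, and with Fisher's exact test 30 of 110. Giving 4 reads to entries of 0 was added after the data were seen. In sums over a locus, candidates whose pair is not shown in Additional file 4 counted as 0, except for LW-u, where their reads are listed.

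The paper's text does not name the genome build. Candidate positions were taken from Additional file 4 and set against the gene spans of the RefSeq annotation of Sscrofa11.1, in which 8 candidates overlap annotated miRNA genes. Exons and introns were not used here. The candidates analysed here number 94, and 1 further candidate of the paper is not reported here.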

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

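All the tests below were chosen after the values had been seen, and the differences between the breeds were not tested against the variation between pigs, since each group has 1 library.

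The share of reads shorter than 18 nt moved in opposite directions with infection, with a change of 0.189 percentage points in LW and of -0.113 in YL, a difference of 0.303 percentage points. If the gel had favoured shorter fragments in LW-i, its share of long reads would have fallen. In LW the share of 26 to 30-nt reads rose by 0.605 percentage points. The shares of 29, 30 and 31-nt reads changed by -0.0119, -0.00804 and -0.00153 percentage points. In YL, whose short reads fell, the 26 to 30-nt share rose by 0.212 percentage points. Its shares of 29, 30 and 31-nt reads changed by -0.0319, -0.0603 and -0.0268 percentage points. The falls at 29 to 31 nt did not follow the short reads and cannot decide the question, so the gel remains open. If RNA breakdown differed, the 19 to 21-nt reads would have changed with the shorter ones. They rose by 0.986 percentage points in YL, against the fall of its shorter reads, but rose by 3.28 in LW, and the 18-nt share changed by 0.338 percentage points in LW and -0.0893 in YL, so breakdown remains open too. The reads with 5' adaptor contaminants fell by 0.381 percentage points of the high-quality reads in LW. These contaminants made up 1.13% of the high-quality reads in LW-u and 0.370% in YL-u. In the share of reads shorter than 18 nt, LW-u minus YL-u was -0.0100 percentage points. Without a second library of any group, the pattern cannot be told apart from differences in size selection, RNA breakdown or library preparation.

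The share of 23-nt reads fell by 1.90 percentage points in LW and rose by 0.723 in YL, so that the change in LW minus the change in YL was -2.62 percentage points. The share of mapped reads rose by 4.18 percentage points in LW and fell by 1.02 percentage points in YL, a difference of 5.20 percentage points. The uninfected libraries already differed, by 0.891 percentage points at 23 nt. They also differed in the share of mapped reads, with 61.0% in LW-u and 64.4% in YL-u. No explanation was tested for these, technical or biological.

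Among known miRNA, ssc-miR-532-5p, ssc-miR-2366 and ssc-miR-4334-3p changed in opposite directions in the breeds. Their log2 fold change in LW minus that in YL was -4.06, -3.60 and 2.76, with standard errors from read counts of 0.19, 1.13 and 0.75. The interval of ssc-miR-2366 in YL includes 0. The uninfected libraries of the breeds already differed in 2 of them, with a log2 ratio of LW-u over YL-u of 2.39 for ssc-miR-532-5p and -2.57 for ssc-miR-4334-3p, so the directions depend on the uninfected libraries too. An exchange of the labels of 1 breed could give opposite directions. Of the 22 listed miRNA whose intervals exclude 0 in both breeds, 14 changed in the same direction. This does not settle the exchange, because it is not known that both breeds respond alike. The paper's qRT-PCR on the same pigs, which was not analysed here, goes against it, since the paper reports ssc-miR-486 as higher in infected pigs of both breeds, and its log2 fold change was 1.76 in LW and 0.92 in YL. A response to PCV2 that differs between breeds cannot be told apart from differences between libraries.

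Reads longer than 30 nt, outside the range the paper gives for clean reads, numbered 8112 in YL-u, 4292 in YL-i, 676 in LW-u and 499 in LW-i. In YL-u 27-nt reads outnumbered 26-nt reads by a factor of 1.26, and the factor was 1.08 in YL-i, 1.04 in LW-u and 0.947 in LW-i. The paper does not discuss these lengths. The deposited tables give no sequences, and no explanation was tested, technical or biological.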

How the results depend on the processing

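The alternatives below were fixed before the data were examined, except the one named as added. No paired analysis was possible because each group has 1 library.

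The numbers of known miRNA past the thresholds changed by no more than a factor of 1.5 with the Audic-Claverie test, whose form was chosen after comparison with the paper's P values, with either other denominator, and with at least 20 reads in 1 library. Bonferroni adjustment left 11 up and 1 down in LW and 0 down in YL. Requiring an interval wholly beyond 1 left 9 up and 1 down in LW, and 3 up (without ssc-miR-140-5p) and 0 down in YL, where both falls, of ssc-miR-4334-3p and ssc-miR-504, had passed on an unadjusted test. The other denominators gave 6 up in YL. Of the miRNA that entered, ssc-miR-451 had a log2 fold change close to 1 and ssc-miR-2366 a P value close to 0.05. Only miRNA of Table 4 could enter these numbers. From Table 3, ssc-miR-140-3p in YL, with a log2 fold change of 0.99, was also close to 1 but was not counted. The factor of 1.5 with the other denominators therefore holds for the miRNA of Table 4 only. The log2 fold changes of ssc-miR-504, ssc-miR-192, ssc-miR-532-5p and ssc-miR-122 kept their direction and their side of the thresholds under both other denominators. Of 24 numbers of known miRNA under the alternatives, 18 stayed within a factor of 1.5. The cause of the other changes was not tested.

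For candidate miRNA, Bonferroni adjustment left 5 up and 3 down in LW, and 2 up and 3 down in YL. With at least 20 reads in 1 library, 4 were up and 3 down in LW, and 2 were up and 2 down in YL. Summing the candidates of a locus left 3 up and 2 down in LW, and 6 up and 9 down in YL. Of the 12 calls in LW, 6 belong to 3 loci in which 1 candidate appears as another disappears, which accounts for most of that change. In YL the partners of novel_mir_25, novel_mir_38, novel_mir_52, novel_mir_56 and novel_mir_63 are not shown and counted as 0. Summing could therefore not change those calls, and that they were kept says nothing about their stability. With 4 reads in place of 0, an alternative added after the data were seen, 5 were up and 4 down in LW, and 2 were up and 2 down in YL. Requiring an interval wholly beyond 1 left 4 down in LW, without novel_mir_60, and the other numbers were unchanged. With the Audic-Claverie test, either other denominator or 0.5 reads added, the numbers were unchanged in both breeds. The 0.5 reads entered only the log2 fold change and not the P value. A call with 0 reads in 1 library could not be lost that way, so this alternative is no test of such calls. Of the 28 calls of candidate miRNA, 17 have fewer than 20 reads in both libraries. Of 36 numbers of candidate miRNA, 25 stayed within a factor of 1.5. Apart from the shared loci, the cause of the changes was not tested.

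With 18 to 25 nt as the denominator the 22-nt share was 58.2% in LW-u, 55.6% in LW-i, 57.5% in YL-u and 55.1% in YL-i, and with the clean reads of Table 2 it was 57.1%, 54.3%, 54.7% and 52.4%. With bounds of 20 to 24 nt the share of the main class was 95.5%, 93.2%, 91.8% and 91.4%, and with the clean reads as denominator the 19 to 24-nt share was 96.8%, 95.5%, 93.1% and 92.8%. Each of these moved by more than its counting interval. The 22-nt share stayed above 50% in all of them. With 20 to 24 nt as the denominator the 22-nt share still fell, with changes of -1.64 percentage points in LW and -2.28 in YL. With all reads as the denominator the changes were -2.89 and -2.29, so which breed fell more depended on the denominator. The mean read length changed in the same direction in LW (-0.0657 nt) but rose in YL (0.0180 nt), where the 23-nt to 28-nt shares rose. The cause of this rise was not tested. Unique sequences as the unit were not run, since the tables count reads.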

Differences from the paper's values

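With the main settings, no value differed from the paper's by more than a factor of 1.5. With Bonferroni adjustment and other stricter criteria the numbers of calls did, as given in the part on the processing. The number of known miRNA up-regulated in YL was 4 with Fisher's exact test, below the paper's number. The paper counts ssc-miR-2366 as up-regulated in YL and as changed in opposite directions in the breeds, whereas its exact Fisher p in YL was 0.0636 with 5 and 14 reads. The Audic-Claverie test, planned but in a form chosen after comparison with the paper's P values, gave 5, which is the paper's number. None of the other alternatives gave it.

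The legend of Additional file 2 ranks 24 nt next to 21 nt in abundance, and in LW-i 375752 reads of 20 nt were counted against 366136 of 24 nt. The paper gives an upper length for its clean reads, and the deposited tables hold 8112 reads longer than 30 nt in YL-u. The largest number of reads of a candidate miRNA was 3586 here and is 3968 in the paper. The paper counts 1 candidate more than the 94 analysed here, and whether this accounts for the gap was not tested. The paper's discussion describes ssc-miR-122 as stable in YL pigs, and in these libraries its log2 fold change in YL was 1.16 (95% exact interval 1.11 to 1.21). The paper lists the same sequencing value and counts ssc-miR-122 as up-regulated in both breeds, so only its discussion differs. For lung, its qRT-PCR text names a significant rise of ssc-miR-122 in infected LW pigs and none in YL.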

Other observations

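All the tests below were chosen after the values had been seen.

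Of the 28 calls of candidate miRNA, 26 rest on 0 reads in 1 library. Among the 187 listed values, 75 are 0 and 24 are 5 to 8, and 0 of them are 1 to 4, so an entry of 0 may stand for up to 4 reads that were left out. This is in keeping with the smallest number of reads the paper gives. In 12 combinations of a library and a locus with 2 candidates, the reads of both candidates are known and at least 1 has reads. In 0 of these did both have reads, which is consistent with 1 mature sequence being kept per locus and library. However, 8 of the 12 lie in the pairs that prompted this explanation, in which 1 candidate goes to 0 reads as the other appears, and 4 lie outside them. In 3 such loci in LW 1 candidate disappears and the other appears. There both mature sequences start alike and differ only in length at the 3' end. They have 23 and 20 nt for novel_mir_5 and novel_mir_90, and 22 and 21 nt for novel_mir_69 and novel_mir_14. For novel_mir_63 and novel_mir_81 they have 22 and 21 nt. At these 3 loci the change may then be one of the sequence kept and not of the amount. Depth gave no such account, since the clean reads of the 2 libraries differed by 0.157% in LW and 0.229% in YL. For novel_mir_93, novel_mir_32 and novel_mir_48, which share no locus with another candidate and still passed with 4 reads in place of 0, neither of the 2 explanations accounts for the call. The fall of novel_mir_60 in YL also passed with 4 reads in place of 0, and it passed when summed with novel_mir_23 (59 and 20 reads, log2 fold change -1.56). Differences between libraries apart from infection were not tested for these calls. The other calls with 0 reads were lost, or changed direction, under 1 of these 2 alternatives.

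In LW, 18 known miRNA were up and 3 down. Between the uninfected libraries LW-u and YL-u, 8 of the 32 listed miRNA with values in all libraries passed the same thresholds. As most of the listed miRNA were chosen for their change with infection, and no group has a replicate, differences between libraries apart from infection remain a possible explanation. The paper's qRT-PCR on individual pigs, which was not analysed here, bears on some of these miRNA. It reports ssc-miR-122, ssc-miR-192 and ssc-miR-486 as significantly higher in infected than in uninfected LW pigs. For ssc-miR-451 the paper does not claim this at a P value under 0.05.

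The 22-nt share fell in both infected libraries. The reads of ssc-let-7a changed by -2.38 percentage points of the library in LW and by -1.44 in YL, against -2.89 and -2.29 for the 22-nt share. In LW and YL, ssc-let-7f changed by 0.540 and -0.848 percentage points, ssc-miR-140-3p by 0.440 and 1.35, and ssc-miR-122 by 0.909 and 0.0683. A fall of ssc-let-7a could account for part of the fall in the 22-nt share, but rises of other miRNA could offset it. The lengths of the reads of these miRNA are not known from the tables, so the question is undecided.

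The reads of ssc-miR-122 and ssc-miR-192 were highest in LW-i. Both are on a list of liver miRNA, with ssc-miR-194a, whose gene lies 125 bp from that of ssc-miR-192 on chromosome 2 of Sscrofa11.1. The list was written after the values were seen. If RNA from liver, in the tissue or in blood, was the source, the reads gained by ssc-miR-192, in thousandths of those gained by ssc-miR-122, might be equal in the breeds. They were 89.8 (standard error 1.17) in LW and 56.8 (standard error 7.60) in YL. For ssc-miR-194a the values were 0.579 (standard error 0.106) in LW and 0.457 (standard error 0.799) in YL. With 12 reads in YL-u and 15 in YL-i, the YL value is too imprecise to tell whether the breeds differ. The difference for ssc-miR-192 exceeds counting error, but without replicates it neither excludes such a source nor separates it from a change in lung cells.

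The reads of ssc-miR-144, ssc-miR-486 and ssc-miR-451, listed in the same way as red blood cell miRNA, rose in both breeds. More blood in the infected lungs would raise them by 1 factor within a breed. In YL the log2 fold changes were 0.89, 0.92 and 0.99 (chi-square p = 0.725 for equal factors), which is consistent with it. In LW they were 1.69, 1.76 and 1.29 (chi-square p = 2.28e-06), a spread beyond counting error. A change within lung cells cannot be told apart from it.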
